# Prolonged FOS activity disrupts a global myogenic transcriptional program by altering 3D chromatin architecture in primary muscle progenitor cells

**DOI:** 10.1186/s13395-022-00303-x

**Published:** 2022-08-15

**Authors:** A. Rasim Barutcu, Gabriel Elizalde, Alfredo E. Gonzalez, Kartik Soni, John L. Rinn, Amy J. Wagers, Albert E. Almada

**Keywords:** Muscle satellite cells, Muscle progenitor cells, FOS, AP-1, Myogenic differentiation, Hi-C, Topologically associated domains (TADs), gene loops

## Abstract

**Background:**

The AP-1 transcription factor, FBJ osteosarcoma oncogene (FOS), is induced in adult muscle satellite cells (SCs) within hours following muscle damage and is required for effective stem cell activation and muscle repair. However, why FOS is rapidly downregulated before SCs enter cell cycle as progenitor cells (i.e., transiently expressed) remains unclear. Further, whether boosting FOS levels in the proliferating progeny of SCs can enhance their myogenic properties needs further evaluation.

**Methods:**

We established an inducible, FOS expression system to evaluate the impact of persistent FOS activity in muscle progenitor cells ex vivo*.* We performed various assays to measure cellular proliferation and differentiation, as well as uncover changes in RNA levels and three-dimensional (3D) chromatin interactions.

**Results:**

Persistent FOS activity in primary muscle progenitor cells severely antagonizes their ability to differentiate and form myotubes within the first 2 weeks in culture. RNA-seq analysis revealed that ectopic FOS activity in muscle progenitor cells suppressed a global pro-myogenic transcriptional program, while activating a stress-induced, mitogen-activated protein kinase (MAPK) transcriptional signature. Additionally, we observed various FOS-dependent, chromosomal re-organization events in A/B compartments, topologically associated domains (TADs), and genomic loops near FOS-regulated genes.

**Conclusions:**

Our results suggest that elevated FOS activity in recently activated muscle progenitor cells perturbs cellular differentiation by altering the 3D chromosome organization near critical pro-myogenic genes. This work highlights the crucial importance of tightly controlling FOS expression in the muscle lineage and suggests that in states of chronic stress or disease, persistent FOS activity in muscle precursor cells may disrupt the muscle-forming process.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13395-022-00303-x.

## Background

Adult skeletal muscle is one of the few tissues in mammals endowed with a remarkable ability to regenerate after injury. Muscle-specific stem cells, commonly referred to as satellite cells (SCs), are the key cellular source that drives the growth and repair of postnatal skeletal muscle [1, 2]. SCs reside under the basal lamina of myofibers, where they exist in a quiescent (non-dividing) state in unperturbed muscle. In response to myofiber destruction, SCs activate and migrate to sites of damage, proliferate to expand the progenitor cell pool, and further differentiate and fuse with existing myofibers to restore the muscle tissue to its original state [3, 4].

Recent work has shown that FOS/AP-1 is transiently induced in SCs within hours following muscle trauma [5–10]. In addition, it was found that FOS-expressing SCs display enhanced regenerative properties including rapid entry into cell cycle, efficient expansion of the stem/progenitor cell pool, and effective regeneration of skeletal muscle after injury [9]. These data suggest that FOS is not simply a marker of “early” SC activation but may also be involved in programming a “regenerative” gene network that instructs rapid muscle repair responses.

A question that has remained unresolved is why FOS is rapidly downregulated in adult SCs before they enter cell cycle as progenitor cells and further differentiate as myoblasts. Additionally, whether elevating FOS levels in the progeny of SCs can enhance their muscle-forming properties as it appears to do when transiently expressed in “early” activated SCs in vivo needs further investigation [9]. Indeed, several decades ago, multiple groups showed that transient transfection of *Fos* can disrupt *MyoD* and *MyoG* transcriptional activity from a muscle creatine kinase (*MCK*) reporter plasmid [11], as well as partially disrupt *MyHC* expression and myotube formation [12, 13]. However, these studies were performed in either non-muscle cells or in immortalized myoblast cell lines and not in primary muscle progenitor cells recently derived from SCs. Thus, the biological relevance of these observations regarding early muscle progenitor cell biology remains unclear.

The transcriptional activator FOS has been studied for over 40 years in various cell types and states [14], yet its molecular role in controlling gene expression in stem and progenitor cells after injury remains largely unexplored [15]. Recent technological advances in the post-genomic era has shown that DNA is folded into higher-order chromatin structures—such as A/B compartments, TADs, and gene loops—that dynamically arrange genes into transcriptionally active or repressive domains [16]. Considering that chromosomal interactions are critical for defining key stem and progenitor cell fates [17–19] and are often mis-regulated in disease [20–25], there is substantial interest to identify factors that regulate how the 3D genome is organized in the nucleus.

In this study, we established a lentiviral, doxycycline-inducible system to explore the effects of persistent FOS activity on primary muscle progenitor cell fate decisions. In summary, we found that prolonged FOS expression in SC-derived muscle progenitor cells has minimal impact on their proliferative status but severely blunts their terminal differentiation potential within the first few weeks in culture. We further demonstrate through an integrative approach, using RNA-sequencing (RNA-seq) coupled with high-throughput chromosome conformation capture (Hi-C) analysis, that persistent FOS activity in muscle progenitor cells suppress a global myogenic transcriptional program by mis-regulating the local 3D chromatin architecture. Collectively, this work highlights the complex properties of FOS/AP-1 within the muscle lineage, and further suggests that uncontrolled FOS activity in the “early” progeny of SCs (i.e., progenitor cells) may be detrimental to skeletal muscle repair.

## Results

### Doxycycline-inducible system to ectopically express FOS in muscle progenitor cells

To investigate the molecular and functional consequences of continuous *Fos* expression in primary muscle progenitor cells (i.e., progeny of SCs), we took advantage of a recently developed all-in-one lentiviral, doxycycline (DOX)-inducible gene expression system (pSLIK) [26]. In this system, the reverse tetracycline transactivator (rtTA), antibiotic selection marker (hygromycin), and the gene of interest are induced from a single expression cassette. For our studies, we cloned a *Fos* or *Gfp* cDNA into the pSLIK vector, so that in the presence of DOX, rtTA will activate the TRE promoter and drive the expression of either FOS or GFP (Fig. 1A). We determined that 1 μg/ml of DOX was the optimal concentration to add to the growth media (20% donor horse serum, 1% Glutamax, 1% Pen/Strep; 5 ng/mL of bFGF in F10 media, GM) that had no significant effect on cell morphology and expansion of non-infected muscle progenitor cells (Additional file 1: Figure S1A, B), but also maintained maximal induction of FOS protein in muscle progenitor cells infected with pSLIK-*Fos* virus (Additional file 1: Figure S1C, D). We note that most non-infected muscle progenitor cells were PAX7-positive and MYOG-negative after being cultured in GM for ~ 2 weeks (Additional file 1: Figure S1E, F).

**Fig. 1:**
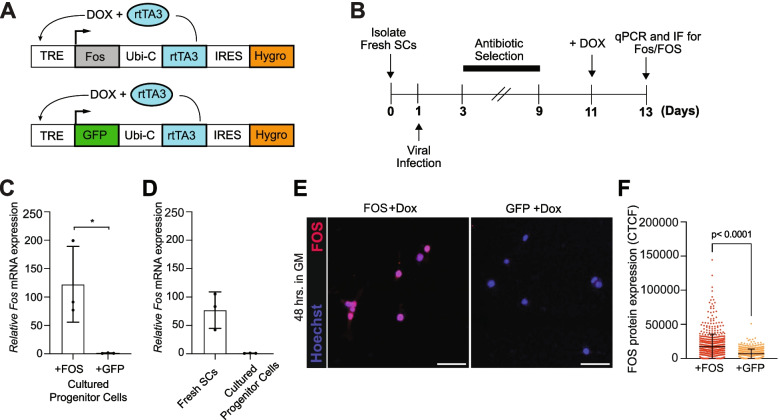
Establishing a doxycycline-inducible system to ectopically express FOS in muscle progenitor cells. **A** Schematic of the doxycycline-inducible lentiviral system to express FOS or GFP. The all-in-one vector contains the gene of interest, the rtTA, and a selection marker in a single expression vector. The Ubiquitin-C (Ubi-C) promoter drives the constitutive expression of the rtTA, and hygromycin via an internal IRES sequence. In the presence of DOX (1 μg/ml), rtTA becomes activated and binds to the TRE promoter to drive expression of *Fos* or *Gfp*. **B** Experimental design schematic. 3000 SCs were seeded into wells containing GM, infected with virus expressing FOS or GFP, selected with hygromycin (100 μg/ml) for 6 days, rested for 2 days, and then 4000 cells were re-seeded into wells containing GM supplemented with 1 μg/ml of DOX. **C** Relative expression of *Fos* mRNA normalized to GAPDH in pSLIK-*Fos* muscle progenitor cells relative to pSLIK-*Gfp* muscle progenitor cells after 48 h in GM supplemented with 1 μg/ml of DOX (*N* = cells from 3 mice). **D** Relative expression of *Fos* mRNA (normalized probe signal intensity, microarray data [9]) in freshly isolated SCs relative to 5-day cultured SCs. **E** 20× images of cultured muscle progenitor cells (FOS+DOX and GFP+DOX) stained for FOS (Red) or Hoechst (nuclei), showing FOS-positive Hoechst-positive nuclei in cells infected with pSLIK-*Fos* virus. Scale bar represents 50 μm. **F** Corrected total cell fluorescence (CTCF) of FOS protein in individual pSLIK-*Fos* and pSLIK-*Gfp* muscle progenitor cells quantified in **E** (*n* = 1480 (FOS) and 1012 (GFP) cells. **C** Mean comparisons using an unpaired, two-tailed, Student’s *t* test and **F** using Mann-Whitney *U* test. Data represents mean ± SD

After defining the optimal DOX concentration, we infected freshly isolated SCs with lentivirus containing *Fos* (pSLIK-*Fos*) or *Gfp* (pSLIK-*Gfp*) after 1 day in culture, selected each culture with hygromycin (starting on day 3) for 6 days and allowed the cells to recover for 2 days. Subsequently, we re-seeded 4000 pSLIK-*Fos* and 4000 pSLIK-*Gfp* muscle progenitor cells per well and then cultured each population in GM supplemented with DOX for 48 h (Fig. 1B). Under these conditions, we observed a substantial induction of *Fos* mRNA (~ 120-fold) in cultured pSLIK-*Fos* muscle progenitor cells to levels only moderately higher (~ 65-fold) than what is found physiologically in early-activated SCs recently isolated from uninjured skeletal muscle via fluorescence activated cell sorting (FACS) (Fig. 1C, D) [9]. Consistently, we also observed a rapid induction of FOS protein in pSLIK-*Fos* muscle progenitor cells but significantly lower signal in pSLIK-*Gfp* muscle progenitor cells (Fig. 1E, F). Additionally, pSLIK-*Fos* and pSLIK-*Gfp* cell populations express PAX7 and have minimal expression of MYOG (Additional file 1: Figure S1G). Together, we established an inducible FOS expression system that enables us to elevate *Fos* in the muscle lineage, and importantly, evaluate the impact of FOS activity on key muscle progenitor cell fate decisions.

### Persistent FOS expression in muscle progenitor cells disrupts myogenic differentiation

Muscle progenitor cells in culture will continue to proliferate in standard growth media (GM) or terminally differentiate into myotubes when switched into differentiation media (DM, 2% Horse Serum in DMEM). Thus, the cultured environment serves as a highly controllable ex vivo system to evaluate two of the most critical progenitor cell fate decisions—cell proliferation and differentiation. To determine how persistent FOS activity impacts muscle progenitor cell proliferation under standard growth conditions, we seeded 4000 pSLIK-*Fos* and 4000 pSLIK-*Gfp* transduced muscle progenitor cells into wells with GM and allowed both cell populations to expand for 48 h in the presence of DOX (Fig. 2A). Overall, we found that the mean number of Hoechst+ cells among pSLIK-*Fos* cells was 22,111 (± 1446) and for pSLIK-*Gfp*-cells it was 16,319 (± 174) after 48 h in culture. In agreement, the percentage of EdU+ cells in those wells initially seeded with pSLIK-*Fos* cells or pSLIK-*Gfp*-cells was 33.1% (± 2.6) and 24.3% (± 1.5) after 48 h in culture, respectively. These data suggest that persistent FOS expression in cultured primary muscle progenitor cells has a minor (20-30%) impact on cellular proliferation at the initial seeded density (Fig. 2B–D), an observation consistent with a recent study using C2C12 cells [27].

**Fig. 2:**
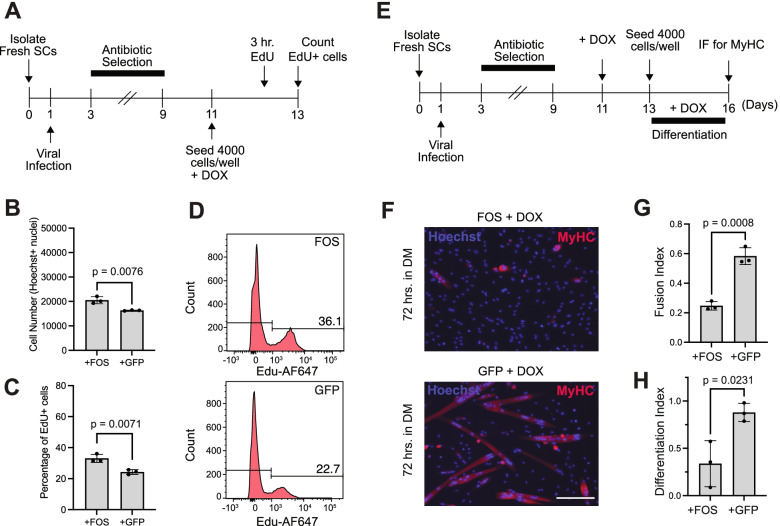
Persistent FOS expression in muscle progenitor cells disrupts myogenic differentiation. **A** Experimental design. Fresh SCs were isolated from skeletal muscle (see “Materials and methods” section), infected with either pSLIK-*Fos* or pSLIK-*Gfp* viral vectors 1 day after isolation, selected with hygromycin (100 μg/ml) for 6 days, and then re-seeded at 4000 cells per 96-well in GM supplemented with 1 μg/ml of DOX for 48 h. Three hours before the end-point, cultures were pulsed with EdU. **B** Total number of Hoechst+ cells per well after 48 h in GM supplemented with 1 μg/ml of DOX (*N* = cells from 3 mice). **C** Percentage of EdU+ cells after 48 h in GM supplemented with 1 μg/ml of DOX (*N* = cells from 3 mice). **D** Representative histogram showing EdU(−) cells and EdU(+) cells, as defined by a fluorescent-minus-one control to set the negative and positive gates in flow cytometry. **E** Experimental design. Fresh SCs were isolated from skeletal muscle, infected with either pSLIK-*Fos* or pSLIK-*Gfp* viral vectors 1 day after isolation, selected with hygromycin (100 μg/ml) for 6 days, expanded in GM supplemented with DOX (1 μg/ml) for 48 h, and then 4000 cells were seeded per 96-well in DM (2.5% Horse Serum in DMEM) supplemented with DOX (1 μg/ml) and cultured for 72 h. **F** 20× image of pSLIK-*Fos* or pSLIK-*Gfp* myogenic cultures after 72 h in DM showing Hoechst+ (blue) and MyHC+ (magenta) cells. Scale bar represents 100 μm. **G** Quantification of the fusion index (total number of Hoechst+ nuclei in MyHC+ myotubes divided by the total number Hoechst+ nuclei) in pSLIK-*Fos* or pSLIK-*Gfp* myogenic cultures (*N* = cells from 3 mice). **H** Quantification using a differentiation index (sum of the integrated intensity of all Hoechst+ objects within MyHC+ objects divided by the sum of the integrated intensity of all Hoechst+ objects) in pSLIK-*Fos* or pSLIK-*Gfp* myogenic cultures (*N* = cells from 3 mice). **B**, **C**, **G**, **H** Mean comparisons using an unpaired, two-tailed, Student’s *t* test

Next, to evaluate how persistent FOS activity in muscle progenitor cells impacts terminal myogenic differentiation, we expanded pSLIK-*Fos* and pSLIK-*Gfp* muscle progenitor cells in GM supplemented with DOX for 48 h (i.e., inducing FOS or GFP). Subsequently, we re-seeded 4000 cells from each group into wells containing DM supplemented with DOX and allowed the cells from each condition to differentiate for 72 h (Fig. 2E). Strikingly, we observed a ~ 2.5-fold decrease in terminal myogenic differentiation, as measured by manual quantification of the fusion index as well as using an automated image intensity-based terminal differentiation metric (see “Materials and methods,” section Fig. 2F–H). These results indicate that continuous FOS activity in SC-derived muscle progenitor cells severely blunts myogenic progression and differentiation within the first 2 weeks in culture.

### Prolonged FOS activity perturbs a myogenic gene expression program in muscle progenitor cells

To uncover the molecular mechanisms by which prolonged *Fos* expression can disrupt myogenic progression, we performed poly(A) RNA-sequencing (RNA-seq) analysis in cultured muscle progenitor cells after expressing either FOS (pSLIK-*Fos*) or GFP (pSLIK-*Gfp*) for 48 h under standard growth conditions (Fig. 3A). 

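The experiment comprised 3 pSLIK-Fos and 3 pSLIK-Gfp libraries, and the Fig. 3 legend gives n as cells from 3 mice. The pSLIK vectors are lentiviral vectors that express an inserted gene in the presence of doxycycline (DOX), so the pSLIK-Gfp cells control for infection, hygromycin selection and DOX. After 6 days of hygromycin (100 μg/ml), 4000 cells per well were grown with DOX (1 μg/ml) for 48 h before RNA was isolated. The methods describe libraries made with the SMART-Seq ultra low RNA input kit and the Nextera XT kit, whereas the labels of the deposited samples name an Illumina TruSeq kit. The authors mapped the reads to the mouse genome build mm9 with Bowtie 2 and quantified them with RSEM, and they deposited expected counts per gene, which were not scaled to library size. RSEM divides reads that match several transcripts among them, so between 26.5% and 28.2% of the values of a library are not whole numbers. The summed expected counts were 43970967, 62058939 and 55480476 for pSLIK-Gfp replicates 1, 2 and 3, and 66500079, 62862313 and 67306928 for pSLIK-Fos replicates 1, 2 and 3. Every pSLIK-Fos library was therefore deeper than every pSLIK-Gfp library, although the lowest pSLIK-Fos total was only 1.01 times the highest pSLIK-Gfp total. The 10 genes with the most counts took 5.88% to 6.24% of the counts in pSLIK-Fos libraries and 6.43% to 6.79% in pSLIK-Gfp libraries. At these depths, 3 counts correspond to between 0.0446 and 0.0684 CPM, the counts scaled to library size, which is the smallest level taken as measurable, and this floor covers counting error only. Libraries of the same condition differed by more than counting error, with chi-square statistics between 69.8 and 111 times their degrees of freedom, so no library was taken as a copy of another. The comparison does not show that the libraries come from separate mice, for which the legend was followed.

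The expected counts were rounded to whole numbers, normalized by the TMM method and tested with the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment over all genes tested. Of the 37310 genes listed, the 17954 genes with at least 10 counts in at least 1 of the 6 libraries were tested. Genes were called changed at an adjusted p-value below 0.01 and an absolute log2 fold change above 0.5, the thresholds of the paper. Levels are given as TMM-normalized CPM with the SD over the 3 libraries of a condition, and fold changes compare pSLIK-Fos with pSLIK-Gfp cells. An exact permutation test of 3 libraries against 3 cannot give a two-sided p-value below 0.1, so the p-values reported here come from the model fitted across genes. The methods do not state whether the strand of a read was used in counting, so overlaps of more than 100 exonic bases with another gene are given.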

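At these thresholds, 204 genes changed between pSLIK-Fos and pSLIK-Gfp cells, of which 85 were higher and 119 were lower in pSLIK-Fos cells. The median log2 fold change was 1.38 among the higher genes and -1.72 among the lower genes. The values of the 3 pSLIK-Fos libraries did not overlap those of the 3 pSLIK-Gfp libraries for any of the 204 genes. Over all genes tested, 3591 genes (20.0%) did not overlap between the conditions, where chance gives 10%. Without adjustment, 2625 genes had a p-value below 0.05. DESeq2 raised the total the most, and leaving out 1 library lowered it the most, to 31 genes without pSLIK-Gfp replicate 3. A fit with 1 library left out has less power. A call lost in such a fit therefore does not by itself show that a gene rests on 1 library. DESeq2 with its default settings called 843 genes on the same counts, 338 higher and 505 lower, and all 204 genes were among them. DESeq2 with the mean of the gene-wise dispersion estimates, the setting named in the methods, called 760 genes, 305 higher and 455 lower. With the replicate number as a block in the edgeR model, 216 genes were called, 78 higher and 138 lower, and 162 of the 204 genes were among them. Libraries with the same replicate number deviated from their group means with a mean correlation of 0.0321 across genes, against -0.0161 for libraries with different numbers. Deviations within a condition cancel, so the second mean follows largely from the first. The 3 pairs with the same number lay between 0.0237 and 0.0371, and the 6 pairs with different numbers between -0.0271 and -0.00552.

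Among the genes called, the 5 with the largest increase were Xdh, Ifi205, Serpinb2, Fos and Prl2c2. Xdh (xanthine dehydrogenase) was at or below 3 counts in every pSLIK-Gfp library and reached 3.75 ± 1.30 CPM (SD, n = 3) in pSLIK-Fos cells, at least 66.4-fold higher. Ifi205 rose from 0.0636 ± 0.0282 to 2.87 ± 0.0615 CPM (SD, n = 3), with a log2 fold change of 5.47 (SE 0.61, adjusted p = 0.00300 from edgeR's quasi-likelihood test). Serpinb2 rose from 22.5 ± 12.0 to 851 ± 260 CPM (SD, n = 3), with a log2 fold change of 5.25 (SE 0.42, adjusted p = 0.000739, same test), and it shares 291 exonic bases with a pseudogene on the same strand. Prl2c2 had a log2 fold change of 4.21 (SE 0.38, adjusted p = 0.00127, same test). Ifi205 and Prl2c2 belong to families of similar genes among which RSEM could have divided reads. The 5 with the largest decrease were AW551984, Gzme, Tceal7, Trim72 and Igfbp2. AW551984 was at or below 3 counts in every pSLIK-Fos library, against 2.37 ± 0.20 CPM (SD, n = 3) in pSLIK-Gfp cells, at least 51.3-fold lower. Gzme fell from 36.8 ± 5.40 to 1.39 ± 0.941 CPM (SD, n = 3), with a log2 fold change of -4.72 (SE 0.46, adjusted p = 0.00153, same test), and it too belongs to a family of similar genes. The log2 fold changes of Tceal7, Trim72 and Igfbp2 were -4.35, -4.18 and -3.49, with SEs of 0.61, 0.53 and 0.49. Without a filter on low counts, Igfbp2 (adjusted p = 0.0686) and Serpinb2 (adjusted p = 0.0126) were no longer called, and neither was Igfbp2 with at least 10 counts in every library (adjusted p = 0.0108). Tceal7, which overlaps Bex1 on the opposite strand by 223 exonic bases, was not called with the replicate block (adjusted p = 0.0195). Of the 6 fits that each left out 1 library, 0 called Tceal7 or Trim72, 1 called AW551984 and Ifi205 each, 2 called Igfbp2, 4 called Xdh and Gzme each, 5 called Prl2c2 and 6 called Serpinb2. In these fits the log2 fold change stayed between -4.63 and -3.94 for Tceal7 and between -4.63 and -3.88 for Trim72.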

Overall, we identified 336 up- and 506 downregulated genes (log2FC > 0.5 with an adjusted *p* value < 0.01) in pSLIK-*Fos* relative to pSLIK-*Gfp* muscle progenitor cells (Fig. 3B; Additional file 2: Table S1). 

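The Fos gene lies on the plus strand of chromosome 12 of mm9, from 86814840 to 86818223. Its expected counts were 511, 259 and 299 in pSLIK-Gfp replicates 1, 2 and 3, and 9058, 16025 and 25948 in pSLIK-Fos replicates 1, 2 and 3. Normalized, this was 7.02 ± 4.05 CPM (SD, n = 3) in pSLIK-Gfp cells and 261 ± 124 CPM (SD, n = 3) in pSLIK-Fos cells, a log2 fold change of 5.23 (SE 0.50, adjusted p = 0.00146 from edgeR's quasi-likelihood test). The counts do not separate transcripts of the vector from those of the chromosomal gene. Across the 6 fits that each left out 1 library, the log2 fold change stayed between 4.83 and 5.79, and the adjusted p-value lay between 0.000860 and 0.0160. Without a filter on low counts, the log2 fold change was 5.24 with an adjusted p-value of 0.0372, above the threshold of the paper. By log2 fold change, Fos was 4th among the 85 genes called higher. In the paper's Table S1, 25 of the upregulated genes have a larger fold change than Fos, and 20 of these were at or below 3 counts in every pSLIK-Gfp library.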

We confirmed that *Fos* was among the most highly enriched mRNAs in pSLIK-*Fos* cells relative to pSLIK-*Gfp* cells (Fig. 3B). Based on Gene Ontology (GO) analysis, the other genes that were enriched in pSLIK-*Fos* muscle progenitor cells were associated with the MAPK signaling pathway and the regulation of angiogenesis, vascular development, metabolism, and cell communication (Fig. 3C, D; Additional files 2 and 3: Table S1 and 2).

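The heatmap in Fig. 3C names 26 MAPK signaling genes, some with shortened labels, and 24 of the labels could be matched to a single gene. Labels were matched only against the upregulated genes of Table S1. The labels Wwc, Gpnm, Map2k, Adra1 and Camk2 were completed to Wwc1, Gpnmb, Map2k1, Adra1b and Camk2d, each the single upregulated gene with that start. All 24 genes were higher in pSLIK-Fos cells, with log2 fold changes from 0.52 upward and a median of 1.59. For Xdh, whose estimate was the largest, the rise was at least 66.4-fold. For 23 of them the 3 pSLIK-Fos values did not overlap the 3 pSLIK-Gfp values, the exception being L1cam. The quasi-likelihood test with adjustment over all genes called 7 of the 24 genes, namely Cav1, Cav2, Ghr, Map2k1, Prkcdbp, Wnt7b and Xdh. With the replicate block it called 6, and DESeq2 with default settings called all 24. The heatmap was drawn from genes that the authors had already called on these libraries, and labels were matched only to such genes. The direction of these genes and their calls by DESeq2 are therefore not independent observations. Cav1 (chromosome 6, 17256335 to 17291452) rose from 161 ± 13.0 to 497 ± 48.3 CPM (SD, n = 3), a log2 fold change of 1.63 (SE 0.11, adjusted p = 0.000331 from edgeR's quasi-likelihood test). Its neighbor Cav2 (chromosome 6, 17231185 to 17239115) rose from 33.9 ± 3.53 to 81.9 ± 15.9 CPM (SD, n = 3), a log2 fold change of 1.27 (SE 0.17, adjusted p = 0.00553, same test). Wnt7b rose from 12.4 ± 1.63 to 53.6 ± 12.4 CPM (SD, n = 3), a log2 fold change of 2.11 (SE 0.20, adjusted p = 0.00146, same test). Map2k1, which encodes the kinase MEK1, showed a small change from 168 ± 4.10 to 247 ± 4.42 CPM (SD, n = 3), a log2 fold change of 0.55 (SE 0.08, adjusted p = 0.00965, same test), and it was not called when any 1 library was left out or with the replicate block (adjusted p = 0.0163). Cav2 was called in 1 of the 6 fits that left out a library. Ghr was called in 3 of these fits, Xdh in 4, Wnt7b in 5, and Cav1 and Prkcdbp in 6 each. Dusp4 (log2 fold change 0.61, SE 0.16, adjusted p = 0.0885) and Camk2d (log2 fold change 0.52, SE 0.13, adjusted p = 0.0721) were not called by this test. Flt1, a receptor for vascular growth factors, was at or below 3 counts in every pSLIK-Gfp library and was at least 22.6-fold higher in pSLIK-Fos cells, with an adjusted p-value of 0.0179 from the same test. The highest value of the 24 genes was in pSLIK-Fos replicate 3 for 14 genes, in replicate 2 for 8 and in replicate 1 for 2. The annotation of genes to GO terms was not used here, so the enrichment of the terms was not recomputed.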

**Fig. 3:**
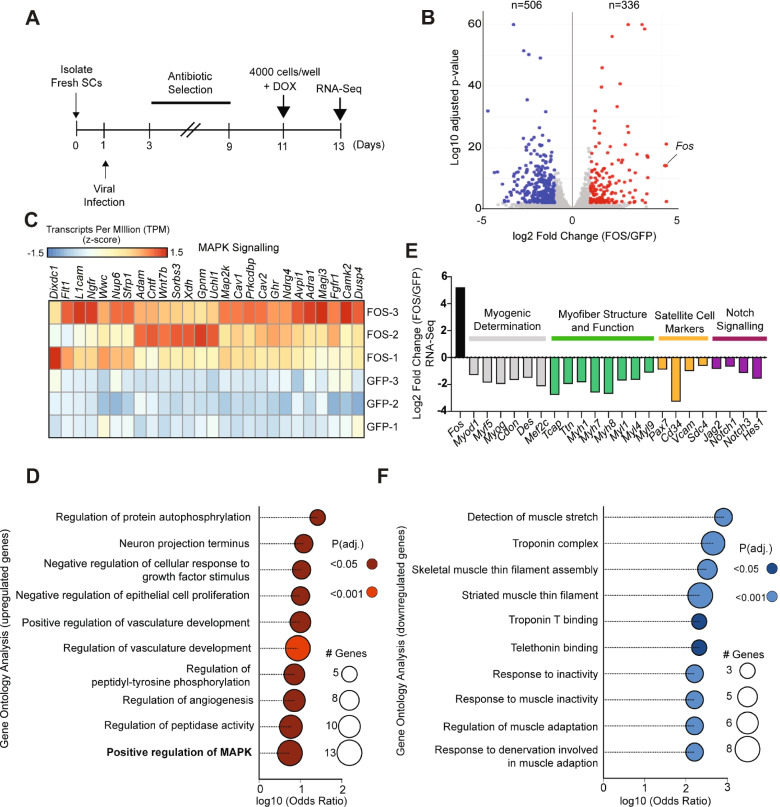
Prolonged FOS activity perturbs a myogenic gene expression program in muscle progenitor cells. **A** Experimental design. Fresh SCs were isolated from skeletal muscle (see “Materials and methods” section), infected with either pSLIK-*Fos* or pSLIK-*Gfp* viral vectors 1 day after isolation, selected with hygromycin (100 μg/ml) for 6 days, and then re-seeded at 4000 cells per 96-well in GM supplemented with DOX (1 μg/ml) and RNA was isolated for RNA-seq after 48 h (*n* = cells from 3 mice). **B** Scatterplot showing the average log10 normalized gene RNA-seq counts for pSLIK-*Fos* or pSLIK-*Gfp* muscle progenitor cells. The significantly up- and downregulated genes are labeled as red and blue, respectively. **C** Heatmap showing the scaled transcripts per million (TPM) for a cohort of MAPK Signaling genes that were enriched in pSLIK-*Fos* versus pSLIK-*Gfp* muscle progenitor cells. **D** Plot showing the significantly enriched Gene Ontology (GO) terms associated with genes upregulated in pSLIK-*Fos* muscle progenitor cells. **E** Highlighting the Log2 fold change (FC) between myogenic determination (grey), myofiber structure (green), SC marker (yellow), and notch signaling (purple) genes that were depleted in pSLIK-*Fos* versus pSLIK-*Gfp* muscle progenitor cells. **F** Plot showing the significantly enriched Gene Ontology (GO) terms associated with genes downregulated in pSLIK-*Fos* muscle progenitor cells

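Among the myogenic transcription factors, Myod1 (MyoD; chromosome 7, 53631844 to 53634462) fell from 1045 ± 194 CPM (SD, n = 3) in pSLIK-Gfp cells to 422 ± 103 CPM (SD, n = 3) in pSLIK-Fos cells, a log2 fold change of -1.31 (SE 0.19, adjusted p = 0.00854 from edgeR's quasi-likelihood test). Myf5 (chromosome 10, 106919964 to 106923190) fell from 29.7 ± 9.21 to 8.18 ± 1.55 CPM (SD, n = 3), a log2 fold change of -1.86 (SE 0.26, adjusted p = 0.00712, same test). Myog (MyoG; chromosome 1, 136186581 to 136189124) fell from 385 ± 174 to 99.1 ± 36.6 CPM (SD, n = 3), a log2 fold change of -1.96 (SE 0.34), but its adjusted p-value of 0.0186 did not pass the threshold, and with the replicate block it was 0.000848. For Pax7 the log2 fold change was -0.90 (SE 0.22), with an adjusted p-value of 0.0771 and of 0.0710 with the block. Cdon, Des and Mef2c, which Fig. 3E also shows, were called with log2 fold changes of -1.67, -1.49 and -2.12, and Des shares 220 exonic bases with a gene on the opposite strand. Among the SC surface markers, Cd34 fell from 7.14 ± 1.92 to 0.751 ± 0.269 CPM (SD, n = 3), a log2 fold change of -3.25 (SE 0.43, adjusted p = 0.00581, same test), although its adjusted p-value was 0.0175 with the block and it shares 148 exonic bases with a gene on the opposite strand. Vcam1 fell from 159 ± 7.68 to 79.3 ± 9.03 CPM (SD, n = 3), with an adjusted p-value of 0.00286 (same test). Sdc4 had a log2 fold change of -0.61 (SE 0.10) and was not called (adjusted p = 0.0154, same test). When each library was left out in turn, Myf5 and Cd34 were called in 0 of the 6 fits. Myod1 was called in 1, Vcam1 in 2, Des and Mef2c in 4 each and Cdon in 6. These fits have less power. In them the log2 fold change stayed between -2.02 and -1.58 for Myf5 and between -3.45 and -2.99 for Cd34.

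None of the 4 Notch signaling members of Fig. 3E passed the threshold, although each was lower in all 3 pSLIK-Fos libraries than in any pSLIK-Gfp library. Hes1 fell from 46.9 ± 6.15 to 15.8 ± 5.74 CPM (SD, n = 3), a log2 fold change of -1.56 (SE 0.25, adjusted p = 0.0129 from edgeR's quasi-likelihood test), and with the replicate block its adjusted p-value was 0.00712. The log2 fold changes of Notch3, Jag2 and Notch1 were -1.14, -0.83 and -0.67, with SEs of 0.24, 0.22 and 0.17 and adjusted p-values of 0.0437, 0.0897 and 0.0777 (same test). Notch1 shares 1068 exonic bases with one gene and 414 with another, both on the opposite strand.

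**Figure D1:**
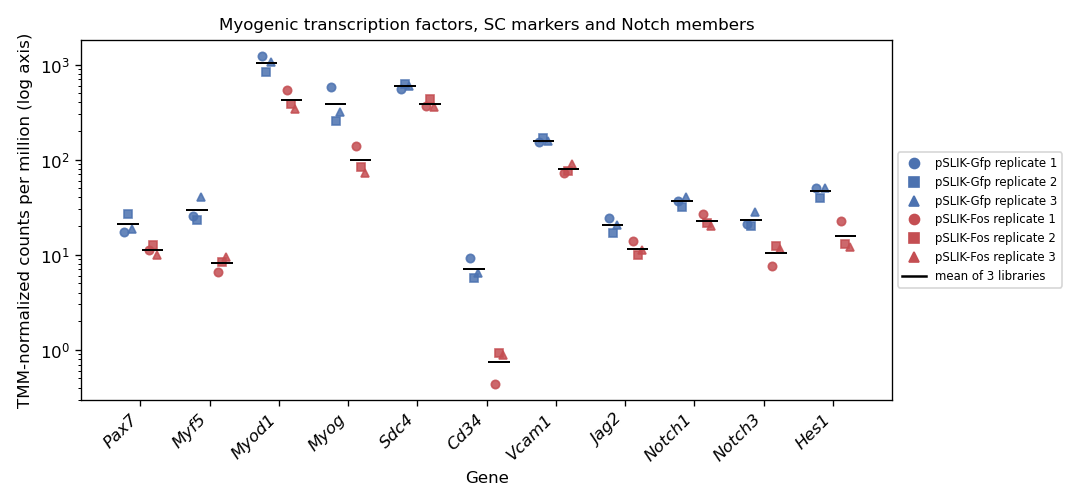
TMM-normalized CPM (log axis) of 11 genes in the 3 pSLIK-Gfp libraries (blue) and the 3 pSLIK-Fos libraries (red); the marker shape gives the replicate number and the black line the mean of 3 libraries. For each gene all 3 pSLIK-Fos values lie below all 3 pSLIK-Gfp values, with the widest gap for Cd34.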

More strikingly, we noticed that the mRNA for several of the canonical myogenic transcription factors (*Pax7*, *Myf5*, *MyoD*, *MyoG*), SC surface markers (*Sdc4*, *CD34*, *Vcam1*), and key Notch signaling members (*Jag2*, *Notch1/3*, *Hes1*) were substantially reduced in pSLIK-*Fos* muscle progenitors cells, most of which have key roles in maintaining SC identity and promoting muscle development and regeneration [4] (Fig. 3E). We also observed a broad down-regulation of genes encoding structural proteins that maintain the functional integrity of skeletal muscle in response to stress, and a substantial number of these genes cause various forms of muscular dystrophy when mutated in humans (i.e., *Tcap*, *Titin*, *Acta1*, *Myh3*, *Myh7*, *Myh8*, *Myl1*) [28] (Fig. 3E). 

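Of the genes for structural proteins shown in Fig. 3E, all 10 were lower in every pSLIK-Fos library than in any pSLIK-Gfp library, and 6 passed the threshold. Tcap (telethonin; chromosome 11, 98245125 to 98246267) fell from 12.6 ± 2.80 to 1.85 ± 0.830 CPM (SD, n = 3), a log2 fold change of -2.77 (SE 0.38, adjusted p = 0.00698 from edgeR's quasi-likelihood test). Ttn (titin; chromosome 2, 76542037 to 76820604) fell from 55.4 ± 16.8 to 14.2 ± 2.34 CPM (SD, n = 3), a log2 fold change of -1.96 (SE 0.25, adjusted p = 0.00518, same test), and its adjusted p-value was 0.0117 with the replicate block. Myh3 fell from 106 ± 47.6 to 21.2 ± 4.23 CPM (SD, n = 3), a log2 fold change of -2.32 (SE 0.30, adjusted p = 0.00535, same test). Myh7 fell from 25.1 ± 6.17 to 4.19 ± 1.94 CPM (SD, n = 3), a log2 fold change of -2.58 (SE 0.35, adjusted p = 0.00618, same test). Myl1 had a log2 fold change of -1.70 (SE 0.17, adjusted p = 0.00161, same test) and Myh1 of -1.83 (SE 0.25, adjusted p = 0.00646, same test), and Myh1 was not called with the block (adjusted p = 0.0130). Acta1, which had the highest level of these genes, fell from 1262 ± 386 to 519 ± 91.2 CPM (SD, n = 3), a log2 fold change of -1.28 (SE 0.21) whose adjusted p-value of 0.0143 did not pass. Myh8, Myl4 and Myl9 had log2 fold changes of -2.69, -1.65 and -1.10 and adjusted p-values of 0.0221, 0.0125 and 0.0177 (same test). In the 6 fits that each left out 1 library, Myh1 was called in 0, Tcap, Ttn and Myh7 in 1 each, Myh3 in 2 and Myl1 in 4. With the block, Acta1, Myl4 and Myl9 were called, with adjusted p-values of 0.00124, 0.000493 and 0.00146. The skeletal myosin heavy chain genes are similar in sequence, and Myh1, Myh3 and Myh8 lie in one cluster on chromosome 11, so RSEM could have divided reads among them.

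**Figure D2:**
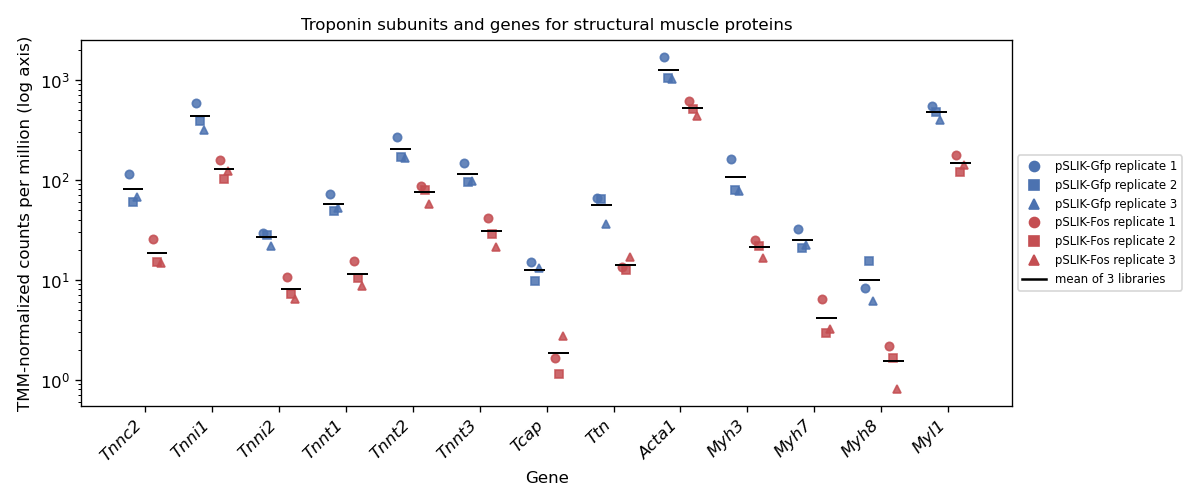
TMM-normalized CPM (log axis) of 6 troponin genes and 7 genes for other structural muscle proteins in the 3 pSLIK-Gfp libraries (blue) and the 3 pSLIK-Fos libraries (red); the marker shape gives the replicate number and the black line the mean of 3 libraries. For each gene all 3 pSLIK-Fos values lie below all 3 pSLIK-Gfp values.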

Consistently, gene ontology (GO) analysis revealed that genes depleted in pSLIK-*Fos* muscle progenitor cells were associated with reinforcing muscle after stretching (i.e., telethonin binding) and the machinery involved in muscle contraction (i.e., Troponin complex, Troponin T binding) (Fig. 3F). 

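The troponin complex binds calcium through troponin C, inhibits the thin filament through troponin I and binds tropomyosin through troponin T, and the annotation holds 8 genes for these subunits. All 8 had a negative log2 fold change, and 5 were called. The called genes were Tnnt1 (log2 fold change -2.32, SE 0.25, adjusted p = 0.00262 from edgeR's quasi-likelihood test), Tnnc2 (-2.13, SE 0.30, adjusted p = 0.00726, same test), Tnnt3 (-1.89, SE 0.26, adjusted p = 0.00712, same test), Tnni1 (-1.75, SE 0.24, adjusted p = 0.00678, same test) and Tnni2 (-1.71, SE 0.24, adjusted p = 0.00726, same test). Tnni1 had the highest level, 431 ± 143 CPM (SD, n = 3) in pSLIK-Gfp cells and 128 ± 27.9 CPM (SD, n = 3) in pSLIK-Fos cells. With 1 library left out, Tnnt1 was called in 2 of the 6 fits and the other 4 genes in 1 each. Tnnc2 shares 592 exonic bases with Ube2c on the opposite strand. Tnnt2 fell from 201 ± 57.8 to 74.8 ± 15.6 CPM (SD, n = 3), with an adjusted p-value of 0.0109 (same test) that became 0.00203 with the replicate block. The file lists Tnnc1 under 2 identifiers that share 1041 exonic bases on the same strand, so the counts of each are uncertain; their log2 fold changes were -1.64 and -1.67, with adjusted p-values of 0.0131 and 0.0124 (same test) and of 0.00112 for each with the block. Tnni3 was close to the smallest measurable level in both conditions, at 0.262 ± 0.228 and 0.234 ± 0.364 CPM (SD, n = 3), and its log2 fold change of -0.15 (SE 1.84) was within error and changed sign when single libraries were left out. The paper's Table S2 counts 7 of the 8 genes of the troponin complex term among the downregulated genes.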

FOS’s ability to suppress myogenic gene expression appears to be reversible, since we found that *MyoD*, *MyoG*, *Tcap*, and *Ttn* mRNAs are de-repressed within 3 days after DOX removal and concomitant with *Fos* returning to basal levels (Additional file 1: Figure S2). The mechanism of mRNA suppression mediated by FOS for some genes may include an H3K27me3-mediated process since ChIP-qPCR assays showed a 4-fold increase in H3K27me3 occupancy at the *MyoD* promoter (relative to an IgG control) in pSLIK-*Fos* cells but not in pSLIK-*Gfp* cells (Additional file 1: Figure S3). Collectively, these results suggest that prolonged FOS expression in cultured muscle progenitor cells disrupts a global transcriptional gene program that is required for myogenic lineage progression and proper muscle function, which at least for some genes is a reversible process and may include an H3K27me3-repressive mechanism.

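Gene lists drawn up from the paper and from general knowledge of these pathways were tested as a whole with the camera test of limma at an inter-gene correlation of 0.01, two-sided and adjusted over 11 lists. The 10 structural genes of Fig. 3E had a median log2 fold change of -1.90 (adjusted p = 4.3e-31 from camera, and 9.2e-52 with the replicate block). The myogenic list of 11 genes, which adds Pax3, Myf6, Mef2a and Mef2d to the genes of Fig. 3E, had a median of -1.49 with 10 genes lower (adjusted p = 5.8e-20 from camera, and 8.3e-28 with the block). This list includes Cdon and Des, which are not transcription factors, and its median is the value of Des. For the 14 SC markers tested, the median was -0.55 with 9 genes lower (adjusted p = 2.1e-08 from camera, and 7.6e-08 with the block). For the 23 genes of the Notch pathway tested, the median was -0.53 with 16 genes lower (adjusted p = 0.00168 from camera, and 0.000476 with the block). The troponin identifiers had a median of -1.71 (adjusted p = 9.1e-24 from camera, and 6.1e-54 with the block). These lists contain the genes that the paper selected from the same libraries, so a low p-value of a list says nothing about its stability. For the full lists, an inter-gene correlation estimated from the data raised the adjusted p-values the most, and those of these 5 lists were then 0.0349, 0.0349, 0.0349, 0.0472 and 0.0349 in the order given. Without the genes that the paper names, the adjusted p-value was 0.189 for the 4 remaining myogenic factors, 0.189 for the 19 remaining Notch pathway genes and 0.00905 for the 10 remaining SC markers. When the genes of Table S1 were left out as well, it was 0.863 for 17 Notch pathway genes and 0.863 for 8 SC markers, whose median log2 fold change was then 0.048. The same 4 myogenic factors remained in that form, with the same unadjusted p-value of 0.148 (camera). Their adjusted p-value there, 0.472, differs from 0.189 only through the adjustment over lists. Both forms were chosen after the data had been seen, and the one that also leaves out Table S1 was run first. From the lower expression of myogenic, SC and structural genes, together with the recovery of some mRNAs after DOX removal and the histone mark at the MyoD promoter, the paper proposes that prolonged FOS expression disrupts a transcriptional program needed for myogenic progression, in part reversibly.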

### In situ hi-C analysis reveals higher-order chromatin structures in muscle progenitor cells

Given that higher-order chromatin structure and its regulation plays a critical role in driving key progenitor cell fate decisions [17–19], we decided to explore the hypothesis that continuous FOS activity may alter how 3D chromatin is organized around critical myogenic genes. Over the last decade, Hi-C has emerged as the gold-standard method for mapping chromosomal interactions between local or distant DNA regions in a genome-wide manner [29]. Thus, in order to assess whether global chromatin organization is impacted by persistent FOS activity, we performed in situ Hi-C on cultured muscle progenitor cells expressing FOS (pSLIK-*Fos*) or GFP (pSLIK-*Gfp*) for 72 h in GM. Overall, we sequenced two biological replicates of Hi-C libraries from pSLIK-*Fos* and pSLIK-*Gfp* muscle progenitor cells to a depth of ~ 400 million reads per replicate. We confirmed that each replicate within a given condition showed a high degree of 1st eigenvector reproducibility (see “Materials and methods” section, Additional file 1: Figure S4). Overall, we identified many 3D chromosomal interactions at multiple scales including chromosome territories that are composed of open (i.e., transcriptionally active, A-type) and closed (i.e., transcriptionally inactive, B-type) genomic compartments at the megabase scale, as well as TADs and gene loops at the tens to hundreds of kilobase range (Fig. 4A, B).

**Fig. 4:**
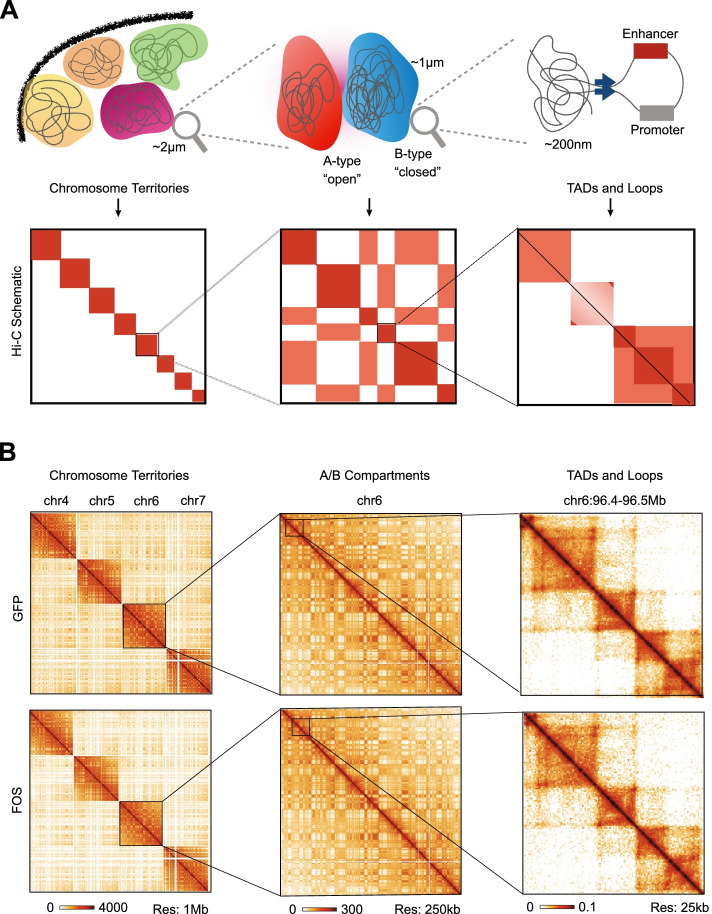
In situ Hi-C analysis reveals higher-order chromatin structures in muscle progenitor cells. **A** (Top) Schematic showing the nuclear organization of chromatin, displaying chromosome territories (~ 2 μm), A/B compartments (~ 1 μm), and TADs and Loops (~ 200 nm). (Bottom) Cartoon representation of Hi-C heatmaps corresponding to chromosome territories, A/B compartments, and TADs and loops as depicted in the top panel. **B** Representative Hi-C heatmaps of pSLIK-*Gfp* and pSLIK-*Fos* expressing muscle progenitor cells at several resolutions

### Continuous FOS activity leads to switching of A/B compartments near FOS regulated genes in muscle progenitor cells

To evaluate whether A/B genome compartments at the megabase scale are altered in cultured muscle progenitor cells in the presence of continuous FOS activity, we generated “saddle plots” showing the average compartmentalization patterns in 250kb bins across the genome [30]. This analysis revealed nearly identical genomic compartment patterns between both conditions (Additional file 1: Figure S5A, C) [30], suggesting that persistent FOS activity in muscle progenitor cells does not result in large scale re-positioning of chromosomal A/B compartments within the nucleus. However, when we searched for genomic compartments that may have switched (i.e., A to B or B to A), we noticed that ~ 7% of the genome was switched in their A/B compartmentalization type (Fig. 5A). For example, we found that 3% of the genomic compartments showed a switch from an “open” A-type compartment in pSLIK-*Gfp* muscle progenitor cells to a “closed” B-type compartment in pSLIK-*Fos* muscle progenitor cells, whereas 4% of genomic compartments showed the opposite trend, a switch from a “closed” B-type compartment in pSLIK-*Gfp* muscle progenitor cells to an “open” A-type in pSLIK-*Fos* muscle progenitor cells (Fig. 5A, B). Importantly, the observed compartment switching events were found in both Hi-C biological replicates, indicating that these chromatin organizational events are highly reproducible in cultured muscle progenitor cells ectopically expressing FOS.

**Fig. 5:**
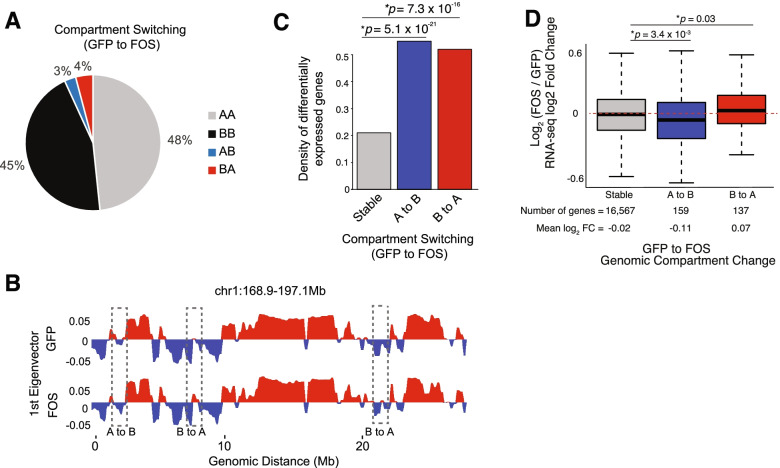
Continuous FOS activity leads to switching of A/B compartments near FOS regulated genes in muscle progenitor cells. **A** Pie chart showing the percentage of compartmental switching events between pSLIK-*Gfp* and pSLIK-*Fos* muscle progenitor cells. **B** Compartmentalization plot for chromosome 1 (168.9-197.1 megabases) showing the 1st eigenvector, where the positive values represent the open “A-type” and the negative values represent the closed “B-type” compartments, suggesting that while most of the A/B compartments in this genomic interval are unchanged, there are several examples of compartment switching events (dashed boxes) between the two conditions. **C** Bar plot showing the density of the normalized number of differentially expressed genes, based on RNA-seq data, at stable, or switched (i.e., A to B or B to A) compartmental regions (*p-value*: one-way ANOVA). **D** Box plot showing the average pSLIK-*Fos* vs. pSLIK-*Gfp* log2FC RNA-seq values for genes (outliers removed) within either stable compartments, or compartments that have switched from open to closed (A to B), and vice versa (B to A). *p value*: Wilcoxon rank-sum test

To establish whether FOS-mediated, A/B compartment switching events are associated with changes in RNA expression levels from neighboring genes, we performed an integrated analysis using our RNA-seq data and Hi-C interaction maps. We found a significantly higher number of differentially expressed genes in switched compartments when compared to the genes in stable compartments (*p* = 5.1 × 10^−21^ for A to B, *p* = 7.3 × 10^−16^ for B to A, one-way ANOVA) (Fig. 5C). Further, genes associated with compartments that switched from an open A-type to a closed B-type showed a significant decrease in mRNA expression (*p* = 3.4 × 10^−3^, Wilcoxon rank-sum test), whereas the genes located near compartments that switched from a closed B-type to an open A-type displayed a modest, but statistically significant increase in mRNA expression (*p* = 0.03, Wilcoxon rank-sum test) in pSLIK-*Fos* muscle progenitor cells (Fig. 5D). Importantly, gene ontology analysis of genes associated with A to B (opened to closed) switching events were involved in the regulation of muscle cell membrane potential, whereas genes associated with B to A (closed to open) switching events were linked with DNA accessibility including nucleosome regulation (Additional file 1: Figure S5D, E). Together, these results demonstrate that persistent FOS activity in muscle progenitor cells leads to a highly selective switching of A/B compartment events that correlate with the RNA expression of nearby FOS-regulated genes.

### Elevated FOS activity alters gene loops and TAD borders near myogenic genes in muscle progenitor cells

Within A/B genomic compartments—at a scale from tens to hundreds of kilobases—the genome is configured into contact domains such as TADs and loops, where genes located within a single TAD or gene loop are typically co-transcriptionally regulated [31–33]. To determine whether TADs are mis-regulated upon prolonged FOS expression, we defined the TAD boundaries in pSLIK-*Fos* and pSLIK-*Gfp* muscle progenitor cells using the insulation score method [34]. Although the strength and positioning of most of the TAD borders were unchanged (Fig. 6A; Additional file 1: Figure S6A, B), we identified a set of ~ 172 TAD boundaries that were weakened and 144 TAD boundaries that were strengthened in pSLIK-*Fos* relative to pSLIK-*Gfp* muscle progenitor cells (Fig. 6B). Interestingly, genes nearby these altered TAD boundaries displayed a more variable distribution of differential RNA expression levels (Fig. 6C) and were enriched for GO terms involved in muscle fiber contraction (e.g., sarcoplasmic reticulum, stress fiber and z-disc) (Fig. 6D).

**Fig. 6:**
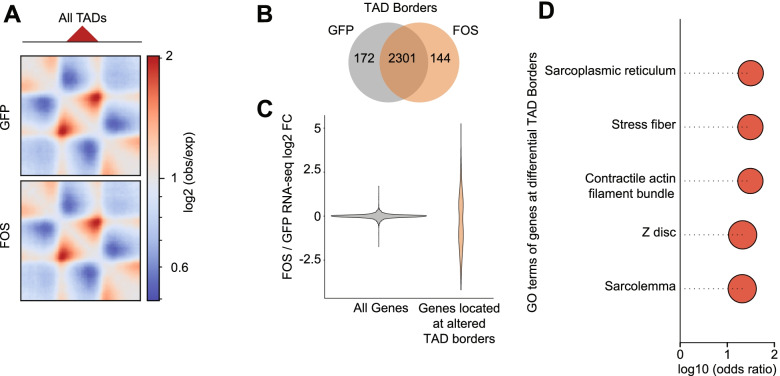
Elevated FOS activity alters TAD borders in muscle progenitor cells. **A** Meta-TAD plots, where the interaction profiles of all detected TADs (*n* = 2474 (pSLIK-*Gfp*), 2447 (pSLIK-*Fos*)) were scaled and superimposed on top of each other, showing a similar TAD formation in pSLIK-*Fos* relative to pSLIK-*Gfp* muscle progenitor cells. **B** Venn diagram showing the overlapping or differentially regulated (by at least 2 × 40 kb bins) TAD boundaries in pSLIK-*Gfp* and pSLIK-*Fos* muscle progenitor cells. **C** Violin plot showing pSLIK-*Fos* vs. pSLIK-*Gfp* RNA-seq log2FC values of genes located at overlapping or differentially regulated TAD boundaries. **D** Plot showing the GO enrichment of differentially expressed genes that are located at differentially regulated TAD boundaries. The adjusted *p* values for all GO enrichments are < 0.05

To evaluate how persistent FOS expression specifically impacts gene looping interactions across the genome [35–37], we calculated the number of differential looping interactions between pSLIK-*Fos and* pSLIK-*Gfp* muscle progenitor cells and discovered 353 loops that were gained and 1859 loops that were substantially lost upon continuous FOS activity (Additional file 1: Figure S7A, Fig. 7A–C). Interestingly, only 7% of these FOS-dependent gene loops overlap with a recent dataset representing MyoD-dependent gene loops in muscle cells (Additional file 1: Figure S7B) [38], suggesting that downregulation of *MyoD* mRNA, and thus, subsequent loss of MyoD-specific gene looping events alone cannot explain all the gene loops in pSLIK-*Fos* cells. In addition, among the differentially regulated gene loops in pSLIK-*Fos* relative to pSLIK-*Gfp* muscle progenitor cells, we found 216 (~ 25%) and 484 (> 60%) of the FOS-regulated differentially expressed genes (Fig. 3) located within 25 kb and 100 kb from the differentially regulated loops, respectively (Fig. 7D). Importantly, based on GO analysis, the neighboring genes near the differentially regulated loops are associated with muscle-specific functions (Fig. 7E). For example, we identified altered loops adjacent to the Myosin light chain 1 (*Myl1*) gene (Additional file 1: Figure S7A) and the canonical SC regulator gene, *Pax7* (Fig. 7F), both of which displayed altered mRNA expression in the presence of continuous FOS activity. 

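In the RNA-seq libraries, Pax7 was measured at 17.4, 26.9 and 18.7 CPM in pSLIK-Gfp replicates 1, 2 and 3, and at 11.2, 12.6 and 10.0 CPM in pSLIK-Fos replicates 1, 2 and 3. The gene lies on the minus strand of chromosome 4 of mm9, from 139292977 to 139389445. The lowest pSLIK-Gfp value was above the highest pSLIK-Fos value, but the gene was called under only 1 of the 12 other settings of the gene test, DESeq2 with default settings (adjusted p = 0.00422). When each library was left out in turn, the log2 fold change of Pax7 stayed between -1.01 and -0.69. Myl1 lies on the minus strand of chromosome 1 from 66970869 to 66991978, and was measured at 546, 478 and 397 CPM in pSLIK-Gfp replicates 1, 2 and 3 and at 177, 119 and 142 CPM in pSLIK-Fos replicates 1, 2 and 3. Its log2 fold change stayed between -1.88 and -1.58 in the fits that left out 1 library, with adjusted p-values between 0.00144 and 0.0111 (edgeR's quasi-likelihood test). Both genes are protein-coding. The Hi-C libraries were not analysed here.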

Altogether, these data indicate that prolonged FOS activity in cultured muscle progenitor cells disrupts some TAD borders, but more drastically, alters the gene loop networks near crucial pro-myogenic genes.

**Fig. 7:**
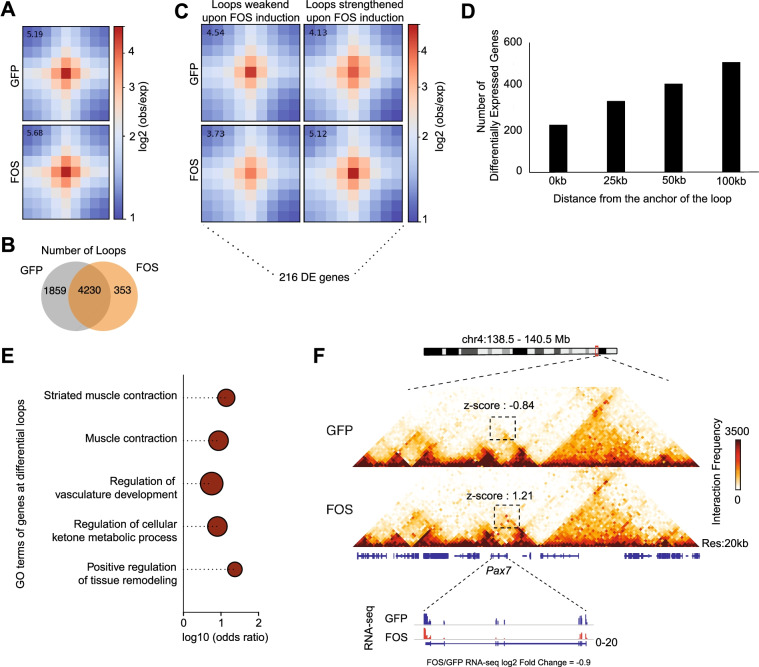
Elevated FOS activity alters gene loops near myogenic genes in muscle progenitor cells. **A** A meta plot showing the average loops (depicted as dots) in pSLIK-*Gfp* and pSLIK-*Fos* muscle progenitor cells. **B** Venn diagram showing the number of overlapping and differentially regulated loops in pSLIK-*Gfp* and pSLIK-*Fos* muscle progenitor cells. **C** Meta plots of all loops that have been lost or gained in pSLIK-*Fos* cells, showing loops weakened and strengthened in presence of FOS. **D** Bar plot showing the number of differentially expressed genes up to 100 kb around the differentially regulated loops at 25 kb intervals. Majority of the FOS-mediated differentially expressed genes are located within altered genomic loops. **E** Plot showing the GO term enrichment of differentially expressed genes within 25 kb distance of differentially regulated loops. **F** Heatmap at 20 kb resolution of GFP and FOS Hi-C datasets showing a strengthening of a loop formation at the *Pax7* gene locus, which is associated with a decrease in *Pax7* gene expression with a log fold-change value of − 0.9. The *z*-scores of the looping interaction are depicted on the figure

## Discussion

FOS and other AP-1 family members regulate a multitude of cellular processes including proliferation, differentiation, and cell survival [39–41], suggesting that their specific function depends on the biological context and cellular state. While it was recently shown that transient FOS activity in early-activated SCs is crucial for eliciting an effective muscle regenerative response [5–9], the work presented here suggests that if FOS activity is not properly controlled in the progeny of SCs—as typically seen during normal adult muscle regeneration [9, 42, 43]—it may hinder the muscle reparative process. Using an inducible gene expression system in conjunction with genome-wide RNA-seq and Hi-C analysis, we confirmed the previously observed [11–13] antagonistic relationship between persistent FOS activity and myogenic progression using a more biologically relevant primary mouse muscle progenitor cell population. More importantly, we also significantly expand upon these prior data by cataloging the global transcriptional and 3D chromatin reorganization events that are altered as a consequence of prolonged FOS activity.

Through our transcriptome analysis, we reveal that continuous FOS activity disrupts a global pro-myogenic gene expression program that leads to a severe differentiation deficit in muscle progenitor cells. 

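Of the genes required for myoblast fusion, Tmem8c (Myomaker; chromosome 2, 26917156 to 26927699) fell from 271 ± 85.0 CPM (SD, n = 3) in pSLIK-Gfp cells to 85.3 ± 10.9 CPM (SD, n = 3) in pSLIK-Fos cells, a log2 fold change of -1.67 (SE 0.21, adjusted p = 0.00491 from edgeR's quasi-likelihood test). Cdh15 (M-cadherin) fell from 250.4 ± 32.0 to 109.8 ± 20.8 CPM (SD, n = 3), a log2 fold change of -1.19 (SE 0.15, adjusted p = 0.00535, same test), and Cav3 had a log2 fold change of -1.38 (SE 0.20, adjusted p = 0.00778, same test). Gm7325, the identifier in this annotation of the fusion peptide Myomixer, fell from 17.9 ± 7.40 to 3.29 ± 1.05 CPM (SD, n = 3), a log2 fold change of -2.44 (SE 0.37) with an adjusted p-value of 0.0107, just above the threshold, and of 0.00391 with the replicate block. Of the 6 fits that each left out 1 library, 3 called Tmem8c, 2 called Cdh15 and 0 called Cav3. In the other direction, Itgb1 had a log2 fold change of 0.58 (SE 0.17, adjusted p = 0.129, same test), which did not pass. As a list, 13 fusion genes had a median log2 fold change of -0.39, with 10 lower and 3 higher. The adjusted p-value was 2.8e-06 (camera), and 2.1e-08 with the block. Under the 13 other settings of the list test, the adjusted p-value of this list was at most 0.0472. Without the genes of Table S1, 9 fusion genes had a median of -0.12 (adjusted p = 0.744 from camera). That form was chosen after the data had been seen and favors no change. The remaining MRF, Myf6 (MRF4), was at 3.69 ± 1.07 and 0.663 ± 0.578 CPM (SD, n = 3), a log2 fold change of -2.47 (SE 0.98, adjusted p = 0.289, same test), a difference that did not pass; Myf6 was added after its values were seen.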

For example, we found reduced mRNA expression in all the classical muscle regulatory factors (MRFs) such as *Myf5*, *MyoD*, and *Myog*, and in genes required for myoblast fusion [44–47], muscle contraction, and for maintaining the structural integrity of skeletal muscle. Surprisingly, we also noticed down-regulation of key SC marker genes including *Pax7*, Syndecan-4 (*Sdc4*), *CD34*, *Vcam1*, and several members of the Notch signaling pathway (*Jag2*, *Notch1/3*, and *Hes1*), indicating that persistent FOS activity is unlikely to enhance progenitor cell performance given how crucial these genes are for normal myogenic function [48–51]. In contrast, genes involved in the MAPK signaling pathway were significantly enriched among the up-regulated genes in pSLIK-*Fos* muscle progenitor cells. Consistently, MAPK signaling is a known activator of FOS/AP-1 [52], and prior data also suggests that MAPK signaling promotes muscle differentiation and repair [53, 54]. Hence, whether the MAPK transcriptional signature represents a compensatory response by the progenitor cell to re-ignite the myogenic program, or rather hints towards an alternative MAPK/FOS-driven mechanism to repress myogenic activity upon chronic stimulation needs further investigation.

Regulating the 3D genome architecture (i.e., higher-order folding of chromatin) to facilitate interactions between distal regulatory enhancers and gene promoters [55–57] has emerged as a critical process driving key cell fate decisions including myogenic differentiation [19, 58–62]. In addition, long-range chromatin interactions and their associated gene-regulatory networks are often hijacked to advance disease [17, 20, 25, 59, 63–66]. For these reasons, there is a substantial need to identify the factors that regulate how chromatin folds around gene regulatory DNA elements [58, 61, 62, 67–71]. Recently, FOS/AP-1 was found to bind predominantly at gene regulatory enhancers—where it recruits tissue-specific transcription factors and chromatin modifiers—to facilitate gene activation [15, 72]. AP-1 has also been proposed to regulate long-range looping interactions at several individual gene loci [73–75] as well as in organizing multi-loop gene activation hubs [76]. However, experimental evidence demonstrating a role for FOS/AP-1 in directing chromatin interactions on a genome-wide scale has yet to be explored.

In our study, we report that persistent FOS activity in primary muscle progenitor cells results in a highly-specific misregulation of ~ 7% of A/B compartments (*n* = 191), 12% of TADs (*n* = 316), and 34% of individual looping interactions (*n* = 2212), all of which are located nearby FOS-regulated differentially expressed RNAs. Performing GO analysis on the genes proximal to the differentially regulated TADs and loops revealed associations with the sarcoplasmic reticulum, z-discs, and other mechanical units involved in skeletal muscle contraction. Thus, our data provides evidence that prolonged FOS activity in muscle progenitor cells disrupts the myogenic program, in part, by altering the local 3D chromatin organization near critical muscle-specific genes. Recently, *MyoD*, one of the genes down-regulated in pSLIK-*Fos* cells, has been shown to mediate 3D looping events in muscle cells, but only 7% of the MyoD-specific loops overlap with FOS-specific looping events in our study, indicating MyoD alone cannot explain most of our data (Additional file 1: Figure S7B). Future work is needed in order to further evaluate whether FOS is directly controlling the de novo formation or breakdown of gene loops and TADs, or instead is regulating the mRNA expression of additional downstream factors, that can directly reconfigure chromatin structure near pro-myogenic target genes [19, 58–60, 67, 77–80].

Considering that uncontrolled FOS activity appears to blunt myogenic progression so easily, it raises the question of whether this type of FOS misregulation ever occurs in the progeny of SCs in vivo. While our study is limited to *ex vivo* analysis, we uncovered several unexpected parallels in the phenotype and gene expression profile between adult muscle progenitor cells ectopically expressing FOS and dystrophic and aged SCs. First, previous work has shown that dystrophic and aged SCs have a deficiency in myogenic progression [81–83], similar to what we observe in muscle progenitor cells over-expressing FOS in culture. Second, we found reduced Notch and overactive MAPK signaling in pSLIK-*Fos* muscle progenitor cells, several pathways that are also coordinately misregulated in dystrophic [84–88] and aged [89–92] SCs. Further, the muscle SC pool in dystrophic and aged skeletal muscle progressively declines with age [93] and with the severity of muscular dystrophy [94], with a subset of SCs undergoing senescence [92] or transforming into fibro-adipogenic cell fates [95, 96]. Unexpectedly, we found that prolonged FOS activity in adult muscle progenitor cells led to the downregulation of multiple SC marker genes, indicating a vulnerability in maintaining the stem/progenitor cell identity. Moving forward, it will be important to evaluate whether an over-active or alternative FOS/MAPK pathway disrupts higher-order chromatin structures near critical pro-myogenic genes in aged [97] and dystrophic muscle stem/progenitor cells in vivo; thus, serving as one of the immediate molecular insults blocking proper stem/progenitor cell function in these debilitating conditions.

## Conclusions

Taken together, our study illustrates the importance of tightly controlling FOS expression during early myogenic commitment and differentiation and identifies FOS as a new transcriptional regulator that can rewire 3D chromosomal structures near crucial myogenic genes. Our work may suggest that in states of chronic stress or disease, over-active FOS may disrupt critical progenitor cell activities needed for muscle maintenance and efficient muscle repair.

## Materials and methods

### FACS-based isolation of primary muscle satellite cells

Primary muscle satellite cells (SCs) were isolated as previously reported in [98]. Briefly, hind-limb, abdominal, and tricep muscles were isolated from mice and digested in 0.2% collagenase type II (285 U/mg, Thermo Fisher, #17101015) in Dulbecco’s modified Eagle’s medium (DMEM, Gibco, #11965-092) for 90 min at 37 °C. Single fibers were separated from digested muscle by trituration and enriched through several gravitational sedimentation steps at 37 °C. Single fibers were digested in 0.0125% Collagenase type II/0.05% Dispase (1.81 U/mg, Thermo Fisher, #17105041) in F10 for 30 min at 37 °C to release mono-nuclear cells from the basal lamina of individual muscle fibers. The resulting cell suspension was spun (~ 500 rpm) to remove cellular debris, and then filtered through a 70-μm cell strainer. Cells were incubated on ice for 30 min with fluorescently conjugated antibodies to detect the following antigens: anti-Ly6A/E-APC or anti-Ly6A/E-PE (Sca-1) (1:200, BioLegend, RRID:AB_756197), anti-CD31-APC (1:200, BioLegend, RRID:AB_312917), anti-CD45-APC (1:200, BioLegend, RRID:AB_312977), CD11b-APC (Mac-1, BioLegend, RRID:AB_312795) (1:200), CD29-APC-Cy7 (β1-Integrin, BioLegend, RRID:AB_2128076) (1:200), CD184-Biotin (CXCR4, RRID:AB_2650787) (1:100). For CXCR4 detection, a secondary antibody, Streptavidin-PeCy7 (1:200, BioLegend, RRID: AB_2737413), was incubated with the relevant samples for 20 min on ice. Stained cells were analyzed by FACS using the BD FACSAria III cell sorter. After gating on physical parameters and live cells (Propidium Iodide-negative/Calcein Blue-positive) [98], SCs were defined as the Sca1^−^; CD45^−^; CD11b^−^; Ter119^−^; CD31^−^; CD29^+^ (β1-Integrin); CD184^+^ (CXCR4) cell population.

### Culture of primary satellite cells and C2C12 myoblast cells

Freshly isolated SCs were sorted into pre-coated, 96-well plates containing standard Growth Media (GM) consisting of 20% donor horse serum (DHS, Atlanta Biologicals), 1% penicillin/streptomycin (Gibco), 1% GlutaMax (Gibco), and 5 ng/mL of bFGF (Sigma) in F10 media. Plates were pre-coated for 24 h with a solution containing collagen type 1 (1 μg/ml final, MilliporeSigma, #C7661) and Laminin (10 μg/ml, Invitrogen, #23017-015) in PBS. GM was refreshed every 48-72 h, and cells were passaged (harvested) by removing half the volume of GM and adding back 5 mM EDTA (to achieve a 2.5-mM final concentration), incubating for 20 min at 37 °C, spinning at 1200 RPM, resuspending in fresh GM, counting, and seeding cells to new wells at desired densities. C2C12 cell lines (C2C12 ATCC CRL-1772) were purchased from ATCC and cultured according to the manufacturer’s recommendations.

### Generation of lentivirus

To produce lentivirus that express FOS or GFP in a Doxycycline (DOX)-inducible manner, we cloned *Fos* and *eGFP* cDNA into the MCS (i.e., Not1 and Kpn1 sites) of the entry vector, pEN_TTmcs (Addgene, #25755), and then recombined the relevant portions of this plasmid into the pSLIK-Hygro (Addgene, #25737) destination vector using Gateways LR Clonase II kit. HEK293T cells were seeded at 400,000 cells per 10 cm dish in DMEM supplemented with 10% FBS for 24 h prior to transfection. Briefly, we co-transfected 10 μg of pSLIK plasmid, 7.5 μg of each packaging plasmids pMDLg/pRRE (Addgene, #12251) and pRSVREV (Addgene, #12253), and 5 μg VSV-G (Addgene, #8454) envelope plasmid using Invitrogen’s Lipofectamine 2000 reagent into 293T cells. Viral supernatant was collected 72-h after transfection, concentrated using PEG-it virus precipitation solution (System Biosciences), resuspended in 200 μL of myogenic Growth Media (GM) supplemented with 10 mM Hepes buffer (virus mix), and aliquoted and stored at − 80 °C.

### Infection of fresh satellite cells

We titrated virus to determine the least toxic amount of virus that infected the most cultured stem/progenitor cells, as determined by hygromycin selection for 5-6 days. In brief, 3000 freshly isolated SCs were sorted into 96-well plates with 100 μL of GM media (100 μL), and within 1 h, 100 μL of a viral-media mix (consisting of 1/300 amount of virus and 8 μg/mL of Polybrene in GM) was added to each well of a 96-well plate (200 μL total). The plate was then covered with parafilm and incubated at 37 °C for 15 min, and then subsequently spun at 2000 RPM in a Beckman Coulter Allegra 6KR at 32 °C for 1.5 h. Virus was removed from the wells by extracting 100 μL of the viral-media mix and adding back 100 μL of fresh GM 8 consecutive times.

### Ex vivo proliferation and differentiation assays

Muscle progenitor cells were seeded at a density of 4000 cells per 96-well in GM and cultured either in the absence or presence of Dox (1 μg/mL). Muscle progenitor cell expansion was quantified by fixing the cell cultures in 4% PFA for 15 min, washing 3× with PBS, staining the nuclei with Hoechst dye, and counting the total Hoechst-positive nuclei using the Celigo high-throughput imaging platform (Nexcelcom) software. For measuring cell cycling kinetics directly, EdU (10 μM) was pulsed for 3 h in the cultures, and then samples were processed according to the manufacturer’s protocol (Click-IT EdU Alexa Fluor 647 Flow Cytometry, Invitrogen). We differentiated muscle progenitor cells by seeding 4000 cells per 96-well in DM (2.5% donor horse serum and 1% Penn/Step in DMEM) and cultured them in DOX (1 μg/ml, Sigma, #NDC-42806312-05) for 72 h. Fusion index was determined using manual quantification of multiple (> 4) 20× images covering the dish followed by evaluating the number of Hoechst-positive nuclei in myosin heavy chain (MyHC)+ cells over the total number of Hoechst-positive nuclei in the field. As an additional approach, we performed imaging and quantification using a Celigo imaging cytometer as previously reported [98]. Briefly, in multiple representative images for each condition, we defined the “differentiation index” as the sum of integrated intensity of Hoechst within all MyHC+ objects divided by the sum of the integrated intensity of all objects per well. This method largely recapitulates the results shown by manual counting of the fusion index (Fig. 2G, H).

### Immunofluorescence (IF) and immunohistochemistry (IHC)

IF was performed by fixing cells with 4% PFA for 15 min followed by 3 × 5 min. washes in PBST (0.1% Tween in PBS). Cells were permeabilized with 0.3% Triton-X in PBS for 20 min and blocked with 3% bovine serum albumin (BSA), 5% normal goat serum (NGS), 8% protein concentrate (Vector Labs, MOM-Immuno-Detection Kit), and 0.1% Triton-X in PBS for 1 h at room temperature. Cells were incubated with primary antibodies (1:1500 for anti-FOS, Abcam, RRID: AB_2106765; 1:250 for anti-Myosin, M4276, Sigma, RRID: AB_477190; 1:50 for anti-MyoG. BD Biosciences, 556358, RRID: AB_396383) O/N at 4 °C. Secondary antibody (Anti-mouse IgG, Abcam, 1:250, #A-21422) was added to 3% BSA in PBST and incubated with cells for 1 h at RT. Cells were washed 3× with PBST after each step. Hoechst dye was added into the final wash step for nuclei detection.

### Image acquisition and analysis

Cells in 96-well plates were imaged using a Zeiss LSM780 AxioObserver Z1 confocal microscope and a Plan-APO 20× 0.8 NA air objective. Images were saved as raw .lsm files and exported to FIJI(ImageJ) for analysis including maximum intensity projections, threshold adjustment and fluorescence intensity quantifications. After thresholding, FIJI’s Analyze Particles function was used for quantifying integrated cell fluorescence. Background fluorescence was measured in five unique and non-overlapping areas for every image and averaged for obtaining the average background fluorescence for a given image. Corrected total cell fluorescence (CTCF) was calculated using the formula CTCF = Integrated Density – (Area of selected cell × mean fluorescence of background readings). Scatter dot pots were generated using GraphPad Prism. Images acquired from three independent replicate cultures were used for quantification and statistics were performed using a two-tailed, non-parametric *t* test with Mann-Whitney correction, *p* values were calculated and indicated for each comparison.

### Protein analysis with WES (ProteinSimple)

Protein lysate was isolated from C2C12 cells using RIPA (ThermoFisher) buffer and quantified with a Bradford Assay (Bio-Rad) according to the manufacturer’s protocol. Antibodies, sample protein lysates, and other necessary reagents were added to a 25–110 Kd Chip, and subsequently loaded onto the WES detection system. Resulting data was analyzed using Compass software.

### RNA isolation and qPCR gene expression analysis

RNA was isolated using Qiagen’s RNeasy Micro Kit (74004, Qiagen) and processed according to the manufacturer’s protocol. We generated cDNA using the SuperScript IV VILO cDNA synthesis Kit (11756050, Thermo Fisher), and quantitative PCR of target genes was performed with the SybrGreen Master Mix reagent. qPCR plates were run and analyzed on an ABI 7500 platform or QuantStudio 6 Flex (Thermo Fisher) qRT-PCR machine. Relative expression and Fold-Difference was determined using the delta-delta-Ct method.

### ChIP-qPCR assays

Primary satellite cells were sorted into 96 well plates and infected with either pSLIK-*Fos* or pSLIK-*Gfp* (1:300 viral titration) virus 1 day after isolation. Infected cells were selected for 6 days with hygromycin (100 μg/ml) and then expanded for 3 weeks in growth media to generate 6 × 15 cm plates for pSLIK-*Fos* and 6 × 15 cm plates for pSLIK-*Gfp* muscle progenitor cells, yielding ~ 2 million cells per plate. Muscle progenitor cells were cultured in GM supplemented with doxycycline (DOX, 1 μg/mL) for 48 h to induce FOS or GFP expression. ChIP was performed using the Diagenode iDeal ChIP-qPCR kit (C01010180, Diagenode). In brief, at the end of the 48-h time-point, cells were harvested and resuspended in GM and then crosslinking buffer (including 1% Formaldehyde) was added to a proportion of 1:10 and then tubes were rotated at 20 rpm for 8 min at RT. The crosslinking reaction was quenched with 0.125 M glycine. Sonication of chromatin was performed with 10 cycles of 30 s “on” and 30 s “off” at 4 °C on a Pico Bioruptor (Diagenode). Two micrograms of an H3K27Me3-specific antibody (C15410195, Diagenode) or 1 μg of an Immunoglobulin G (IgG) only antibody (C15410206, Diagenode) was coupled to 30 μL of protein-A coated magnetic beads for every IP reaction and then incubated for 3 h at 4 °C while rotating at 15 rpm. Input samples were prepared with 1% of sheared chromatin volume from either pSLIK-*Fos* or pSLIK-*Gfp* cell conditions. For every IP, sheared chromatin was added to conjugated antibody-magnetic beads and incubated overnight at 4 °C while rotating at 15 rpm. IP’d chromatin was resuspended in 100 μL of DIB buffer and stored at – 20 °C or − 80 °C. We designed primers targeting the first 500 bases upstream of the gene TSS for *MyoD* and *Ttn*, which typically coincides with H3K27me3 enriched promoter proximal regions in activated muscle satellite cells in vivo (Liu et al. 2013). BMP6 and intergenic region control primers were obtained from a previous study (Hathaway, et al. 2012) but validated along with *MyoD* and *Titin* to ensure each primer yielded a single band and was efficiently priming over a 500-fold dilution series in qPCR (90–110%). qPCR reactions were performed with 3 μL of IP’d DNA or 3 μL of 1% input using SYBR Green master mix reagent (A25742, Thermo Fisher) according to the manufacturer’s protocol. qPCR reactions were run on a StepOnePlus qPCR system (Thermo Fisher), with 1 cycle of 50 °C for 2 min, then 95 °C for 2 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min with a standard melting curve cycle performed. Percent input of enrichment was calculated with the following formula: 2^^(Ct [Input] - log2(100)) - Ct [IP])^ × 100.

### RNA-seq

Total RNA was extracted from GFP or FOS-expressing primary muscle progenitor cells using TRIzol followed by RNeasy Mini Qiagen extraction kit according to the manufacturer’s protocol. RNA-seq libraries were generated using the SMART-Seq ultra low RNA input kit for sequencing coupled with the Nextera XT DNA library kit and then sequenced on the Illumina HiSeq2500 platform. RNA-seq analysis (polyA) was performed by filtering and mapping the reads by Bowtie 2 [99] (mm9) and quantifying the transcripts by RSEM v1.2.29 [100]. Differential gene expression was calculated using DESeq2 by removing genes with a gene count < 10, and by using the mean value of gene-wise dispersion estimates. We defined differentially expressed genes as being changed > 0.5 log2 fold change in expression with an adjusted *p* value < 0.01 using the DEbrowser package [101]. Gene ontology (GO) analysis was performed using the FuncAssociate software version 3.0 [102]. Lower-level GO terms with > 1000 genes were not included in the analysis.

### Generation of hi-C libraries

In situ Hi-C libraries were generated using the *HindIII* restriction enzyme [103, 104]. Briefly, ~ 25 million cells were crosslinked with 1% formaldehyde for 10 min at room temperature. Then, the chromatin was extracted, digested with *HindIII,* end-labelled with biotin-14-dCTP, followed by in situ ligation (EL0011, Thermo Fisher). After DNA extraction, biotin was removed from unligated ends, and the sample was sheared using a Covaris S220 instrument (100–500 bp range) as previously described [104]. After A-tailing, biotin pull-down, and adapter ligation, we performed paired-end sequencing on Illumina’s HiSeq 2000 instrument. Each Hi-C library was generated with two biological replicates and sequenced to an average depth of ~ 400 million reads per replicate for each condition.

### Analysis of hi-C datasets

The resulting Hi-C sequencing reads were mapped (mm9), filtered, corrected, and binned using the HiC-Pro software v2.8 [105]. There was a high first eigenvector correlation among all the Hi-C biological replicates (average Pearson’s correlation *R*^2^ > 0.9), indicating the high quality and reproducibility of the datasets. Thus, we pooled all biological replicates for each condition and mapped, filtered, corrected, and binned them as a single Hi-C dataset for all subsequent analyses. Genomic A/B compartments and TADs (insulation method) were defined and visualized using the cworld, HiGlass, and Juicebox toolkits (cworld toolkit codes available at: https://github.com/dekkerlab/cworld-dekker), [106–108]. The saddle, meta-TAD and the meta-loop plots were generated using the cooltools package [109, 110]. Compartment switching analysis was performed as previously described [63]. Differentially regulated looping interactions were determined using the *hiccups* algorithm from the juicer toolkit [106].

## Supplementary Information

**Additional file 1: Supplementary Figure S1.** Related to Figure 1. Validation and characterizing of our DOX-Inducible system for manipulating FOS expression in Muscle Progenitor Cells Ex Vivo. (A) Representative images of cultured muscle progenitor cells in GM supplemented with increasing amounts of Doxycycline (0, 0.005 μg/ml, 0.01 μg/ml, 0.05 μg/ml, 0.1 μg/ml, 0.5 μg/ml, 1 μg/ml, 2.5 μg/ml, 5 μg/ml) for 48 hours in culture. Scale bars represent 50 microns. (B) Quantification of the total number of Hoechst+ cells after 48 hours in GM supplemented with the indicated concentration of DOX (n=cells from 3mice). (C) Experimental Flowchart for detecting FOS protein (sc-7292) using ProteinSimple WES platform and analysis using the COMPASS software. (D) Virtual bands showing gradual increase of FOS protein with increasing amounts of DOX. Raw area of signal is shown for loading control (GAPDH) and FOS. FOS signal normalized to GAPDH is displayed, highlighting that 1 ug/ml of DOX was the lowest concentration that gave the maximal induction of FOS protein. (E) 20X images of two-week cultured muscle progenitor cells grown in GM for 48 hours or differentiated in DM for 72 hours and stained for PAX7 and MyoG. Nuclei stained with DAPI. Scale bar represents 50 microns. (F) Corrected total cell fluorescence (CTCF) for PAX7 (left) and MYOG (right) quantified in (E). n= 98-4184 cells (PAX7) and n= 2169-46118 cells (MYOG). (G) Corrected total cell fluorescence (CTCF) for PAX7 (left) and MYOG (right) in two-week cultured pSLIK-*Fos* and pSLIK-*Gfp* muscle progenitor cells. n=2295-2816 (PAX7) and n=1432-3779 (MYOG). Mean comparisons using One-way ANOVA with post-hoc Tukey test (B) and Mann Whitney U-test (F, G). **Supplementary Figure S2.** Related to Figure 3. FOS-dependent suppression of myogenic genes in muscle progenitor cells is reversible upon DOX removal. pSLIK-*Fos* cells were treated with 1 ug/ml DOX for 72-hours and then chased with media devoid of DOX for 3 and 5 days followed by RT-qPCR. Mean relative mRNA expression (+/-SD) and normalized (to *Gapdh*) for *Fos, MyoD*, *MyoG*, *Tcap*, and *Ttn*. Data shows that upon removal of DOX, mRNA expression for *MyoD*, *MyoG*, *Tcap*, and *Ttn* are de-repressed concomitant with FOS returning to basal levels. Mean comparisons were performed with a one-way ANOVA with post hoc Tukey test. N= 5-6 replicate cultures from cells pooled from 4 mice. **Supplementary Figure S3.** Related to Figure 3. Chromatin Immunoprecipitation (ChIP)-qPCR analysis for H3K27Me3 occupancy at the promoter region of *Bmp6*, an intergenic region, *MyoD,* and *Ttn* in pSLIK-*Fos* and pSLIK-*Gfp* cultured muscle progenitor cells. (A) Experimental design: Primary satellite cells were infected with virus expressing pSLIK-*Fos* or pSLIK-*Gfp* constructs, selected with 100 μg/mL of hygromycin for 6 days, and expanded for approximately 3 weeks to generate enough cells for ChIP-qPCR. Once at the desired cell density, pSLIK-*Fos* and pSLIK-*Gfp* cells were cultured in GM-supplemented with 1μg/mL doxycycline (DOX) for 48 hours. Chromatin was IP’d using an H3K27Me3- or immunoglobulin G (IgG)-specific antibodies followed by qPCR. Plot shows mean percent of input (+/- SD) for each amplicon targeting the first 500bps upstream of the TSS for *Bmp6* and an intergenic region (left) and *MyoD* and *Ttn* (right). Location of primers relative to gene TSS is shown in schematic above each plot. Statistical comparisons were performed with two-way ANOVA with post hoc Holm-Sidak test. N= 8-9 replicate IPs were performed on cells pooled from 4 mice. **Supplementary Figure S4.** Related to Figure 4. Quality Metrics of Hi-C Datasets. (A) Pairwise comparison of all Hi-C heatmaps for each replicate of pSLIK-*Gfp* and pSLIK-*Fos* datasets showing all the chromosomes and the *inter*-chromosomal interactions. (B) Scaling plot showing the interaction frequency as a function of genomic distance, demonstrating that pSLIK-*Fos* and pSLIK-*Gfp* muscle progenitor cells have similar rates of decay of interaction frequency. (C) Representative higher resolution images of Hi-C datasets of pSLIK-*Gfp* and pSLIK-*Fos* muscle progenitor cells. **Supplementary Figure S5.** Related to Figure 5. Compartment Analysis of Hi-C Data. (A-B) Heatmap for the pSLIK-*Fos* and pSLIK-*Gfp* cells showing the compartment strength, quantified by plotting interaction frequencies in 250kb bins arranged by their values along the first eigenvector (PC1/EV1) to obtain compartmentalization saddle plots. The average interaction frequencies of the observed / expected interactions between pairs of loci (250kb bins) were calculated and arranged by their compartment signal (1^st^ eigenvector value) for pSLIK-*Fos* and pSLIK-*Gfp* muscle progenitor cells. In these plots the upper left quadrant represents B-B interactions, and the lower right corner represents A-A interactions. (C) Comparison of the *intra-* and *inter*-compartmental interaction frequencies indicates that FOS induction (i.e., pSLIK-*Fos* cells*)* results in significantly higher interactions within the A-type and B-type compartments (*p* < 2.2 x 10^-16^, Wilcoxon rank-sum test). In contrast, the *inter*-compartmental (between the A-type and B-type compartments) interactions were significantly decreased (*p* < 2.2 x 10^-16^, Wilcoxon rank-sum test) in pSLIK-*Fos* cells when compared to pSLIK-*Gfp* cells. (D) Gene ontology terms of differentially expressed transcripts whose coding regions have switched from open (A-type) to closed (B-type) compartmentalization. (E). Gene ontology terms of differentially expressed transcripts whose coding regions have switched from closed (B-type) to open (A-type) compartmentalization. **Supplementary Figure S6.** Related to Figure 6. Analysis of TAD boundaries. (A) A representative Hi-C heatmap at 40kb resolution for a 10 megabase genomic region (chr1:186,000,000-196,000,000) with insulation plots depicted on the bottom showing that most TADs are stable in pSLIK-*Fos* cells relative to pSLIK-*Gfp* cells. (B) Violin plot demonstrating similar TAD boundary strengths between pSLIK-*Gfp* and pSLIK-*Fos* datasets (*p-value:* Wilcoxon rank-sum test). **Supplementary Figure S7.** Related to Figure 6. Analysis of looping events. (A) Hi-C heatmap of pSLIK-*Gfp* and pSLIK-*Fos* datasets showing a reduction of a loop formation at the *Myl1* gene locus, which is associated with a decrease in *Myl1* gene expression (pSLIK-*Fos* vs. pSLIK-*Gfp* log2FC = -1.7). The z-scores of the looping interaction are depicted on the figure. (B) Overlap in MyoD-specific looping events in [38] that overlaps with FOS-specific looping events identified in this study.

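Table S1 lists 842 genes by Ensembl identifier and symbol, with the fold change and adjusted p-value that the authors obtained with DESeq2, in one sheet for upregulated and another for downregulated genes. All 842 genes were among the genes tested here, and all 842 changed in the direction that the table gives. Table S1 was drawn from these same libraries, so neither the shared direction nor a lack of overlap between the conditions is an independent observation. The edgeR quasi-likelihood test called 204 of them and no gene outside the table. The 204 genes called had a median of 3577 counts per library, and the 638 genes not called had a median of 1091. The median absolute log2 fold change was 1.65 among the genes called and 1.15 among the others. Of the 638 genes not called, 333 had an adjusted p-value below 0.05 (edgeR's quasi-likelihood test), and 629 did not overlap between the conditions. In 47 of them (7.37%) a single library held at least 50% of the counts of the gene, against 1 of the 204 genes called. An example, chosen after its values were seen, is Pcdhb2, which had 79 counts in pSLIK-Gfp replicate 1 and 0 in each of the other libraries; the paper's log2 fold change for it is -21.80. Of the genes in the table, 20 upregulated genes were at or below 3 counts in every pSLIK-Gfp library and 29 downregulated genes in every pSLIK-Fos library, so their fold changes depend on how values near 0 are treated.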

**Additional file 2: Supplementary Table S1.** Differentially expressed genes in pSLIK-FOS expressing muscle progenitor cells relative to pSLIK-GFP expressing muscle progenitor cells (Related to Fig. 3).

**Additional file 3: Supplementary Table S2.** Gene ontology terms of up- and down-regulated genes in pSLIK-FOS expressing muscle progenitor cells relative to pSLIK-GFP expressing muscle progenitor cells (Related to Fig. 3).

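Table S2 gives the GO terms that the FuncAssociate software found overrepresented among the genes of Table S1, in one sheet for the upregulated and another for the downregulated genes. For each term it lists the number of genes of the term in the gene list, the number of genes of the term in the background, the log10 of the odds ratio (LOD), the p-value, and an adjusted p-value, of which the smallest are given only as an upper bound. The plots in Fig. 3D and Fig. 3F show the log10 odds ratio of selected terms, with the number of genes as the size of each point. Because the terms share genes, such as the troponin genes that belong both to the troponin complex and to several binding and filament terms, the terms are not independent observations. The enrichment starts from the full list of Table S1, so the genes that were not called by the edgeR quasi-likelihood test contribute to it as much as those that were. Both sheets rest on the same 6 libraries as the gene list.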

## Data Availability

The datasets supporting the conclusions of this article are available in the GEO repository GSE166241 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166241).

# Supplementary material for: Prolonged FOS activity disrupts a global myogenic transcriptional program by altering 3D chromatin architecture in primary muscle progenitor cells
**Source:** Skelet Muscle. 2022 Aug 15;12:20. doi: 10.1186/s13395-022-00303-x

Supplementary Figure S1

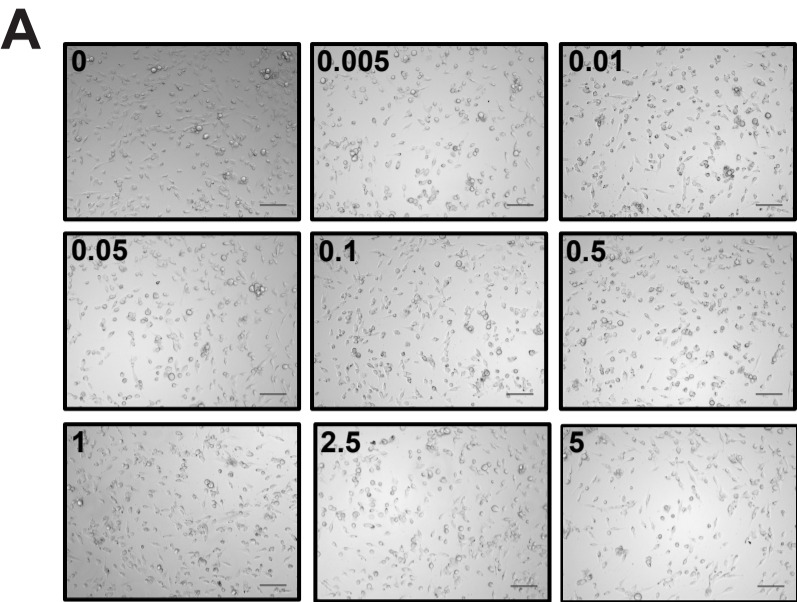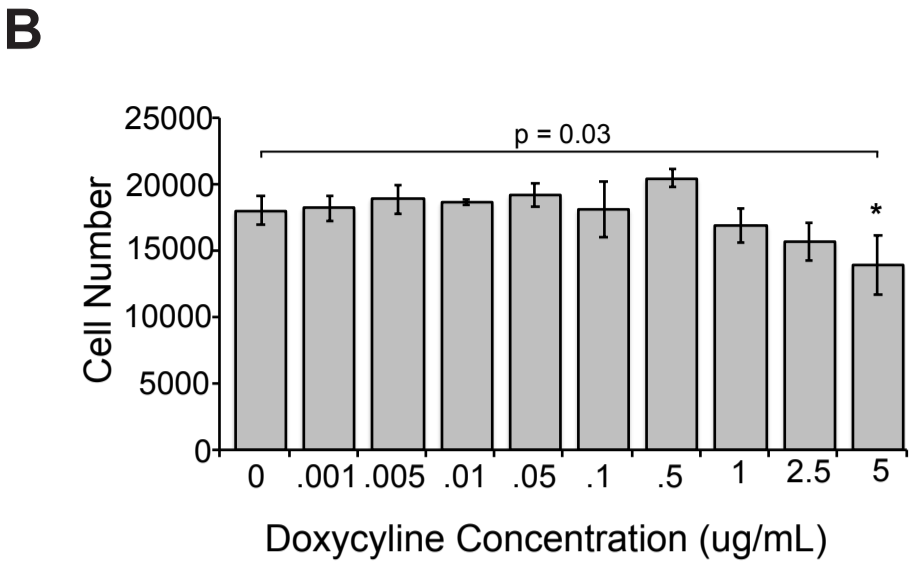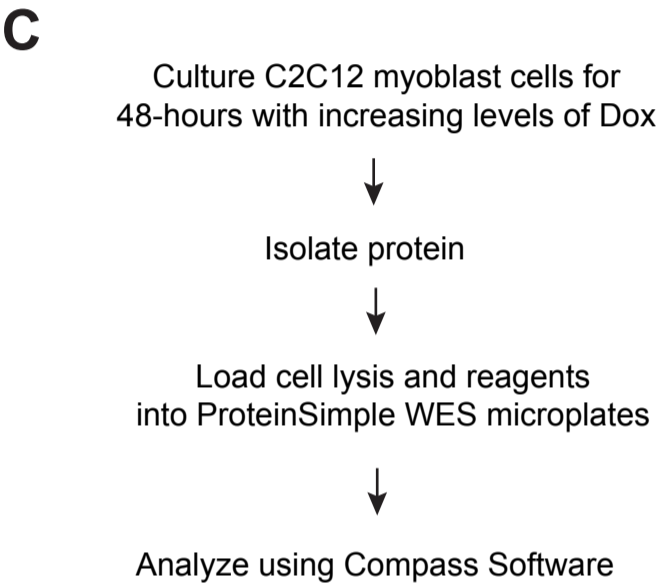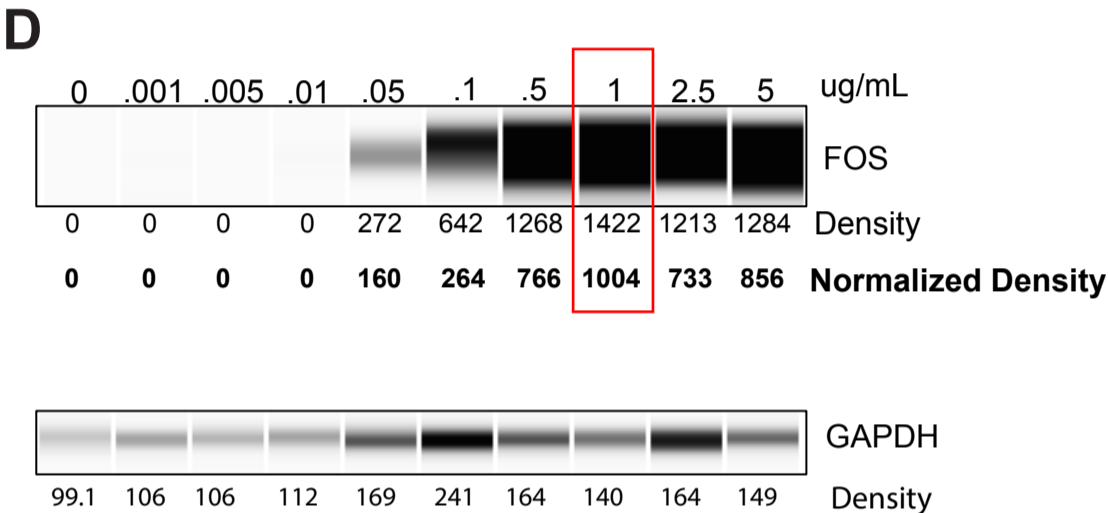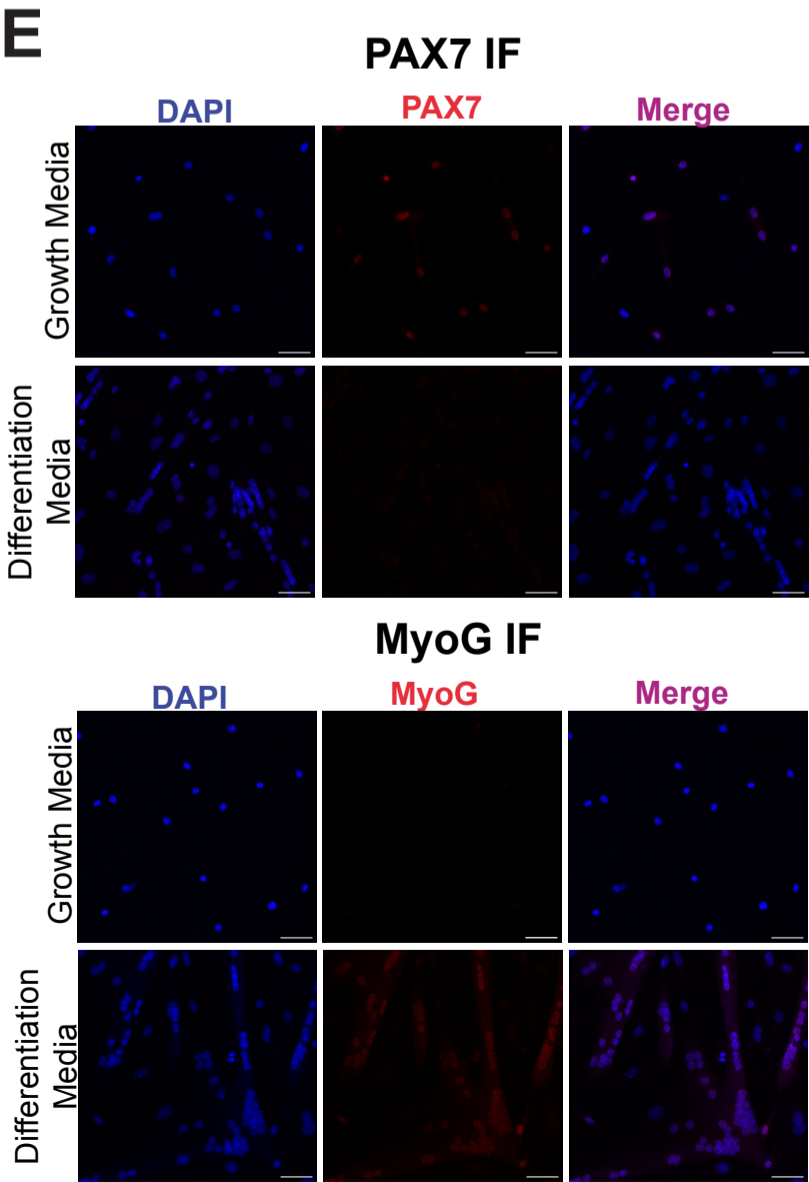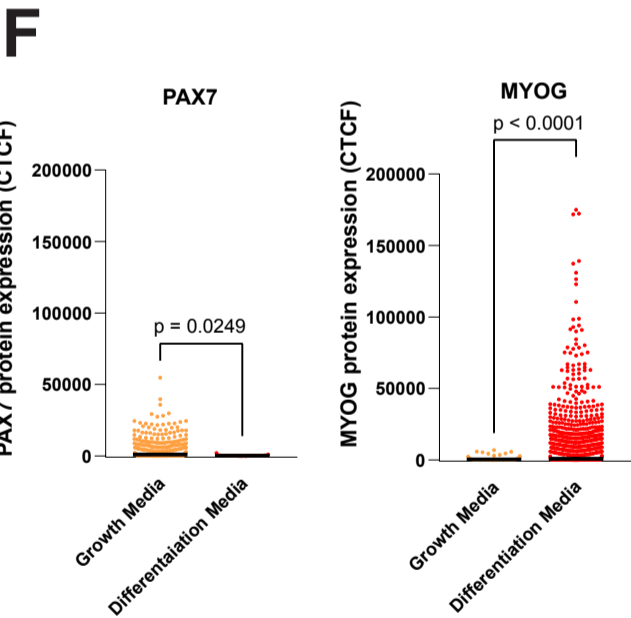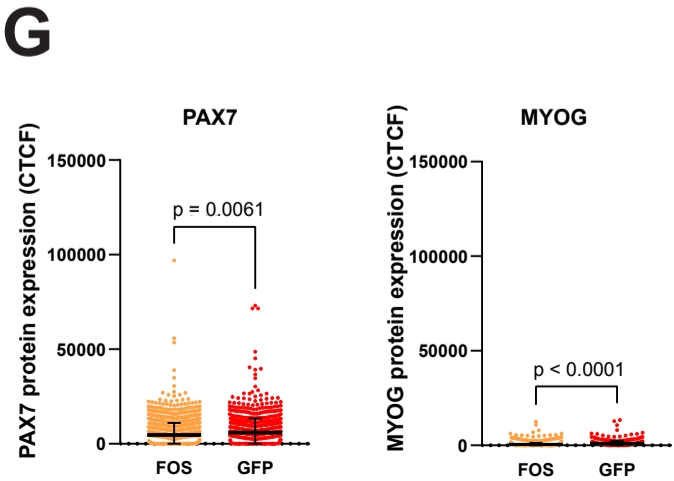

Supplementary Figure S2

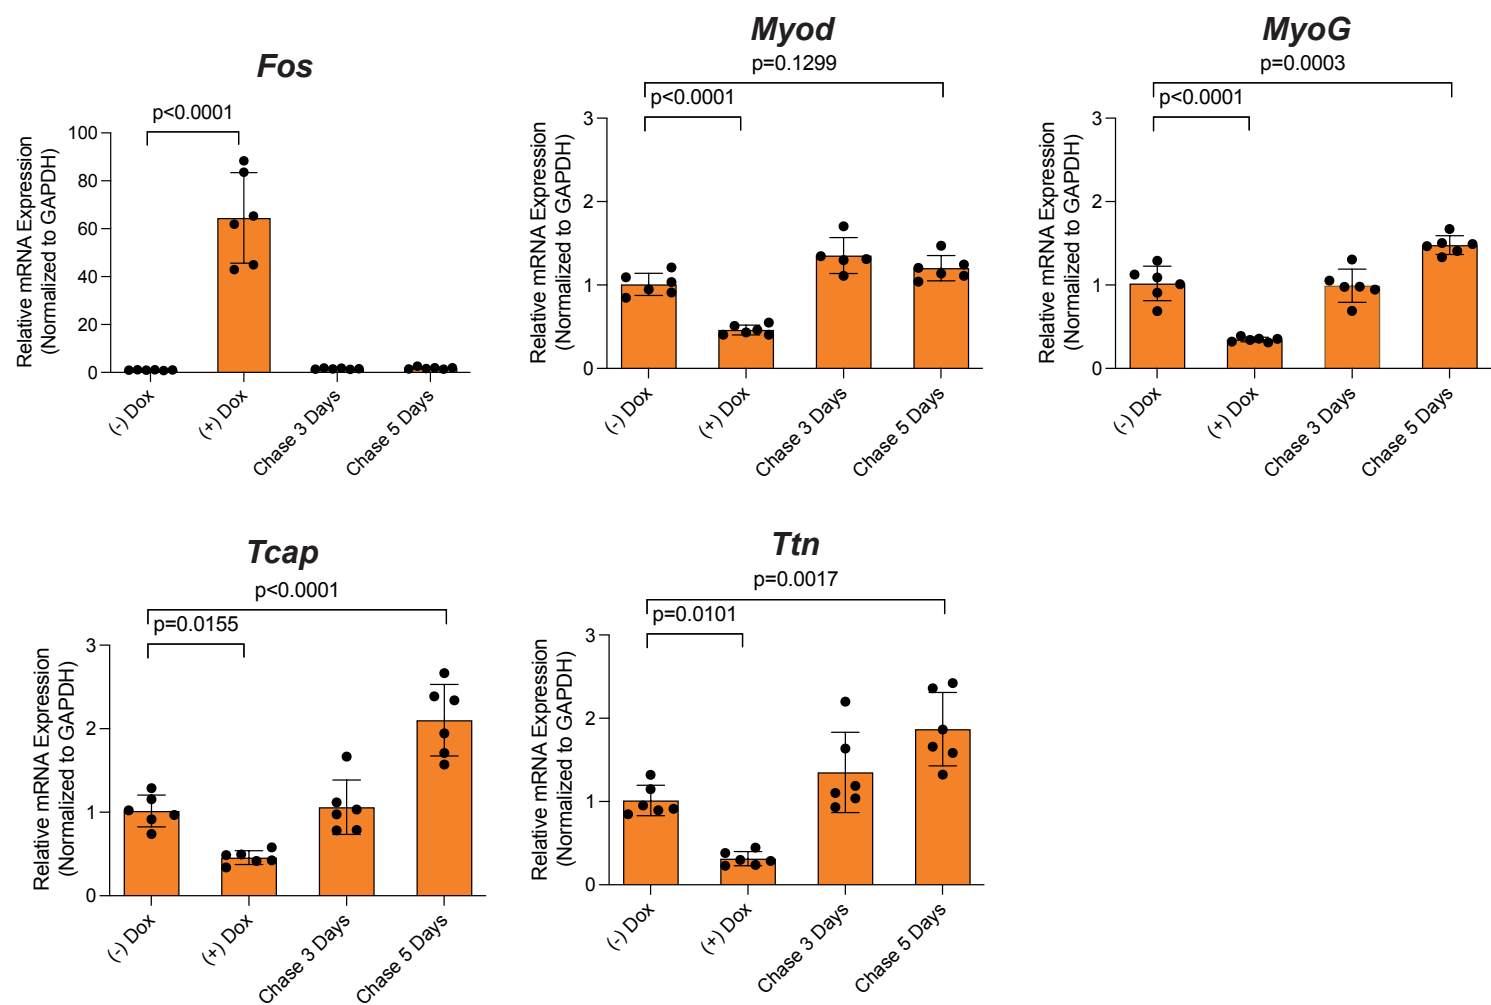

Supplementary Figure S3

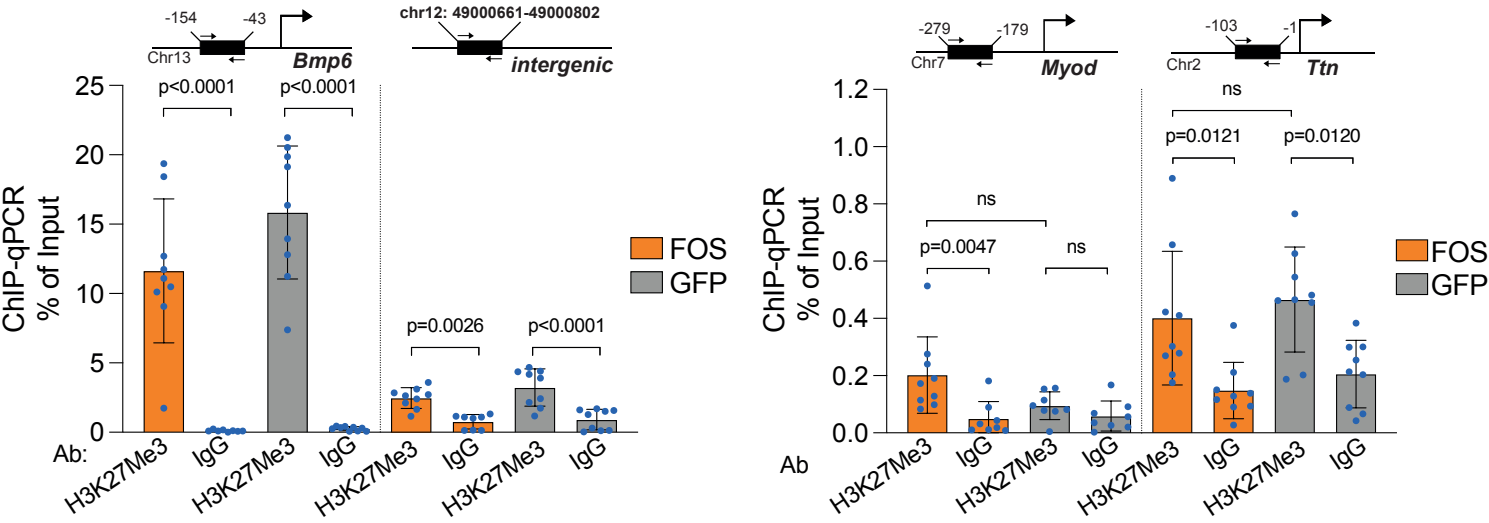

Supplementary Figure S4

A

GFP Replicate 1

GFP Replicate 2

FOS Replicate 1

FOS Replicate 2

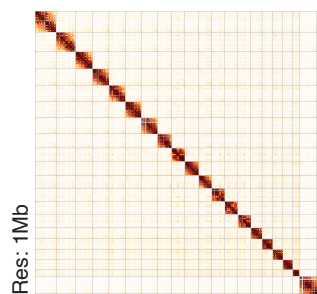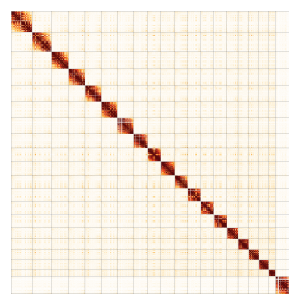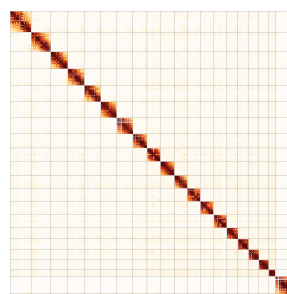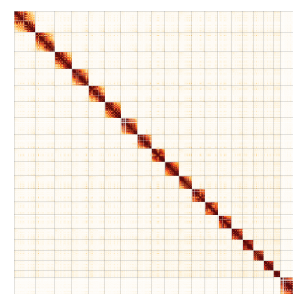

% cis:

85%

84.3%

85.6%

85%

B

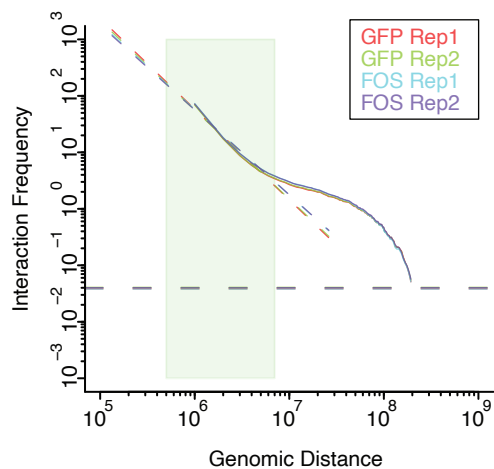

C

chr18 vs. chr18

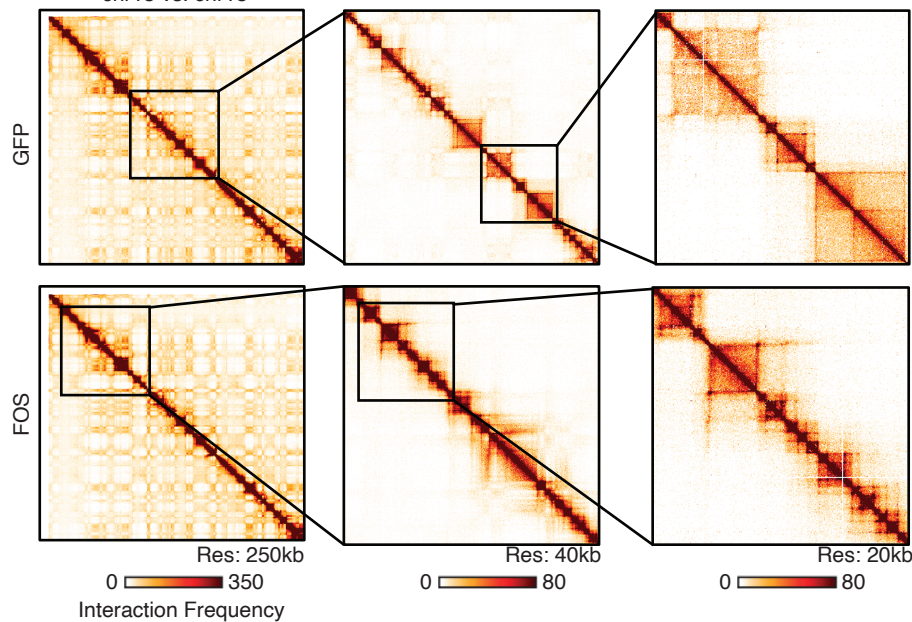

Supplementary Figure S5

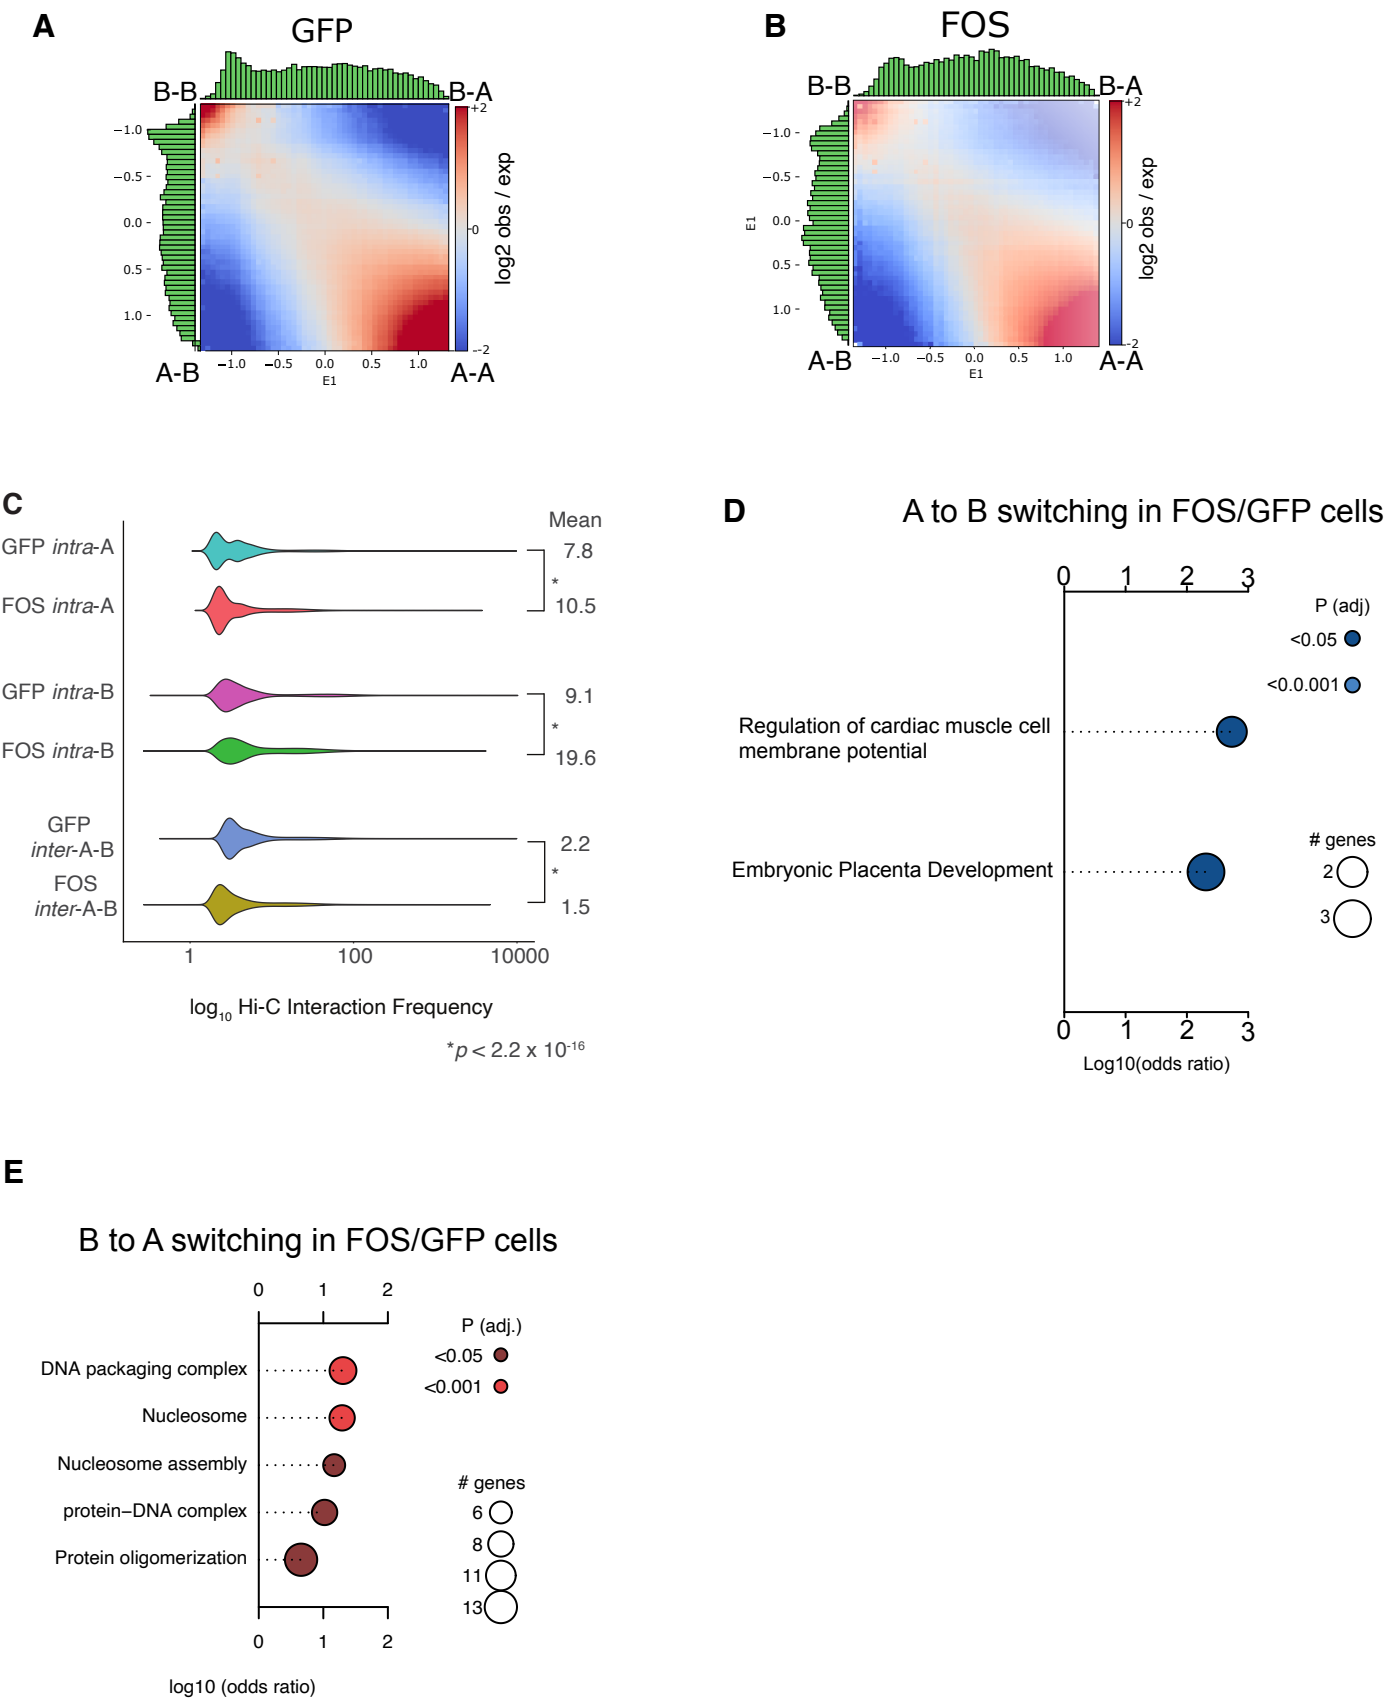

## Supplementary Figure S6

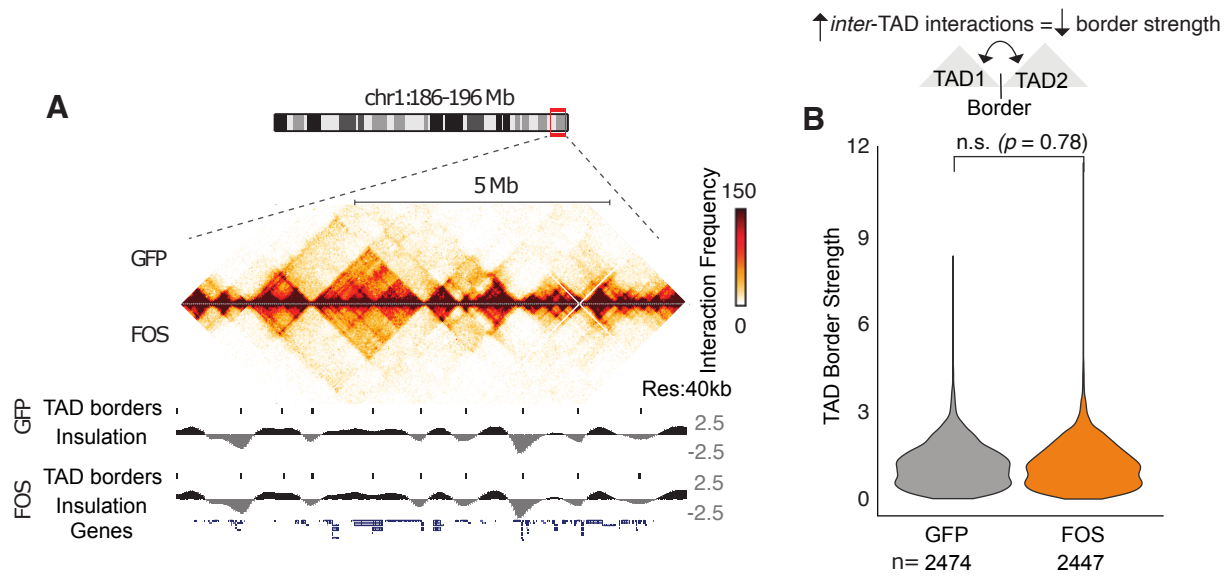

# Supplementary Figure S7

**A**

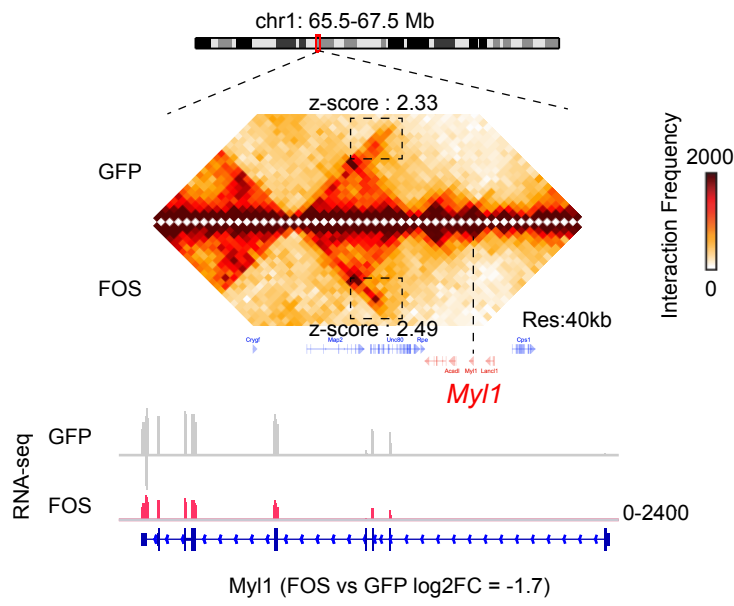

**B**

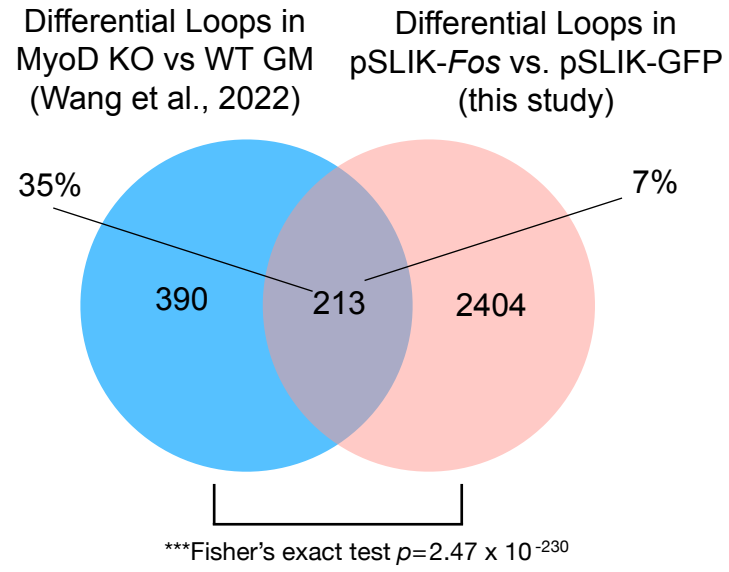

**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure S1. Related to Figure 1. Validation and characterizing of our DOX-Inducible system for manipulating FOS expression in Muscle Progenitor Cells Ex Vivo. (A) Representative images of cultured muscle progenitor cells in GM supplemented with increasing amounts of Doxycycline (0, 0.005 μg/ml, 0.01 μg/ml, 0.05 μg/ml, 0.1 μg/ml, 0.5 μg/ml, 1 μg/ml, 2.5 μg/ml, 5 μg/ml) for 48 hours in culture. Scale bars represent 50 microns. (B) Quantification of the total number of Hoechst+ cells after 48 hours in GM supplemented with the indicated concentration of DOX (n=cells from 3mice). (C) Experimental Flowchart for detecting FOS protein (sc-7292) using ProteinSimple WES platform and analysis using the COMPASS software. (D) Virtual bands showing gradual increase of FOS protein with increasing amounts of DOX. Raw area of signal is shown for loading control (GAPDH) and FOS. FOS signal normalized to GAPDH is displayed, highlighting that 1 ug/ml of DOX was the lowest concentration that gave the maximal induction of FOS protein. (E) 20X images of two-week cultured muscle progenitor cells grown in GM for 48 hours or differentiated in DM for 72 hours and stained for PAX7 and MyoG. Nuclei stained with DAPI. Scale bar represents 50 microns. (F) Corrected total cell fluorescence (CTCF) for PAX7 (left) and MYOG (right) quantified in (E). n= 98-4184 cells (PAX7) and n= 2169-46118 cells (MYOG). (G) Corrected total cell fluorescence (CTCF) for PAX7 (left) and MYOG (right) in two-week cultured pSLIK-Fos and pSLIK-Gfp muscle progenitor cells. n=2295-2816 (PAX7) and n=1432-3779 (MYOG). Mean comparisons using One-way ANOVA with post-hoc Tukey test (B) and Mann Whitney U-test (F, G). Supplementary Figure S2. Related to Figure 3. FOS-dependent suppression of myogenic genes in muscle progenitor cells is reversible upon DOX removal. pSLIK-Fos cells were treated with 1 ug/ml DOX for 72-hours and then chased with media devoid of DOX for 3 and 5 days followed by RT-qPCR

How the deposited data were processed for this re-analysis (not part of the article)

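RNA from cultured mouse muscle progenitor cells that expressed FOS (pSLIK-Fos) or GFP (pSLIK-Gfp) for 48 h was measured by poly(A) RNA-seq in 3 libraries per condition. The condition and replicate number of each library were taken from the sample labels and the paper, and each column of the count table was matched to a library by its name. No column was left over (0 columns not used). The Hi-C libraries of the same series were not analysed here.

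The authors filtered and mapped the reads to mm9 with Bowtie 2, quantified them with RSEM and deposited expected counts per gene and library, without normalization for library size. The methods do not name the gene annotation. The labels of the samples and the methods name different library kits, and both are given with the results. All 37310 gene identifiers of the table were found in the annotation of the same genome build that was used here for coordinates, gene types and overlaps. According to the methods, genes with a low count were then removed and the rest tested with DESeq2, using the mean of the gene-wise dispersion estimates. The genes of Table S1 matched DESeq2 with default settings more closely. The methods do not say over which libraries the count minimum of 10 was applied, so a count of at least 10 in at least 1 of the 6 libraries was used, which left 17954 genes, and other readings were run as alternatives, of which 10 counts summed over the libraries left 19367 genes.

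The expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16, with TMM normalization, a robust quasi-likelihood fit and the quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. The thresholds were those of the paper, an adjusted p-value below 0.01 and an absolute log2 fold change above 0.5. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. Gene lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01 and an adjusted p-value threshold of 0.05. The lists were drawn up before the counts were examined but after the gene table of the paper, which comes from the same libraries, had been read, so a list can hold genes already known to have changed.

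The rule for naming genes took every gene that the paper names in its RNA-seq text or in Fig. 3C, Fig. 3E, Fig. 7F and Figure S7A, the members of the troponin, AP-1, fusion and Notch lists, and in each direction the 5 called genes with the largest change that had at least 10 counts in each library of the higher group and did not overlap between the conditions. Where genes outside the paper are weighed one by one, they are the 3 in each direction with the smallest p-value. Any other gene is said to have been chosen after its values were seen. A fold change against a condition whose libraries were all at or below 3 counts is given as a lower bound, computed against that floor.

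The library totals lay between 43970967 and 67306928 expected counts, and libraries of 1 condition differed by more than counting error, so the spread between replicates limits the precision for all but weakly expressed genes. The biological coefficient of variation estimated across all genes was 48.1%. The scripts were tested on simulated counts with the library sizes and mean counts of the real data and 200 changed genes. In that test, edgeR called 108 of the 200 genes with 1 false call.

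Both conditions have replicates numbered 1, 2 and 3 in the sample labels, and the paper gives n as cells from 3 mice. The paper does not state that libraries with the same number come from the same mouse, so the model without the replicate number is the main result and the model with the replicate number as a block is given beside it. Deviations from the group means had a mean correlation of 0.0321 for the same number and of -0.0161 for different numbers, and of 0.0770 and -0.0385 for genes with a mean count of at least 50. Deviations within a condition cancel, so the value for different numbers follows largely from that for the same number.

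The alternatives chosen before the data were examined were DESeq2 1.42.0 with the mean dispersion and with default settings, limma-voom, 3 other normalizations, 4 other filters on low counts, a fit that was not robust, the replicate block, leaving out each library in turn, 2 other thresholds, and 2 other forms of the list test. Thinning the libraries to equal depth, taking out trends on GC content and length, and testing lists without genes of the paper were added after the data were examined. The enrichment of GO terms was not recomputed, because no annotation of genes to terms was used here.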

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

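The tests of equal depth, of GC content and length and of leukocyte markers were chosen after the results had been seen. The genes below changed between the conditions, and the paper names them neither in its text nor in its figures, although Table S1 lists them. They are the 3 genes in each direction with the smallest p-values among those called, a choice that favors large estimates. With 3 libraries per condition, no test of a library far from the others was made.

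Pde2a, Kcnn4 and Sgk1 were higher in pSLIK-Fos cells. Pde2a, a phosphodiesterase, rose from 7.17 ± 0.936 to 106 ± 17.7 CPM (SD, n = 3), a log2 fold change of 3.89 (SE 0.18, adjusted p = 8.8e-05 from edgeR's quasi-likelihood test). Kcnn4, a calcium-activated potassium channel, rose from 6.31 ± 0.278 to 54.5 ± 3.71 CPM (SD, n = 3), a log2 fold change of 3.11 (SE 0.15, adjusted p = 8.8e-05, edgeR). Sgk1, a kinase, rose from 59.1 ± 5.39 to 275 ± 34.7 CPM (SD, n = 3), a log2 fold change of 2.22 (SE 0.13, adjusted p = 0.000166, edgeR). Mcpt8, Ass1 and Atp2a1 were lower. Mcpt8, a protease of basophils, fell from 141 ± 27.0 to 14.4 ± 2.05 CPM (SD, n = 3), a log2 fold change of -3.29 (SE 0.18, adjusted p = 0.000166, edgeR). Ass1 had a log2 fold change of -1.79 (SE 0.10, adjusted p = 0.000166, edgeR), and Atp2a1, a calcium pump of muscle, of -2.44 (SE 0.15, adjusted p = 0.000190, edgeR). Each of the 6 genes was called in the 6 fits that left out 1 library and under the 12 other settings of the gene test. Other tested genes with the same name stem (Kcnn1, Kcnn2, Kcnn3, Sgk2, Sgk3, Atp2a2 and Atp2a3) were not called. Atp2a1 shares 763 exonic bases with Rabep2 on the opposite strand, so its level is uncertain.

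All pSLIK-Fos libraries were deeper than all pSLIK-Gfp libraries, the lowest pSLIK-Fos total being 1.01 times the highest pSLIK-Gfp total, so the totals alone cannot separate depth from condition. With all libraries thinned to 43970867 counts, 203 of the 204 changed genes were called, the 6 genes among them. With trends on GC content and exonic length taken out of each library, 197 of the 199 changed genes with a GC value were called, again with the 6 genes among them. A GC value was known for 83.5% of the genes tested. Of the 5 sex genes tested (Xist and Y-linked genes), 0 separated the conditions, so a difference in the sex of the mice was not seen. Among the 4 splits of the 6 libraries that part all same-numbered pairs, 1, the real one, gave as many changed genes. The other 9 of all splits called 0 genes, with up to 903 at an unadjusted p-value below 0.05 against 2625 in the real split. With so few splits the share of splits cannot fall below 0.05, so by this count alone the changes cannot be told apart from the way the libraries were grouped.

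Fewer leukocytes in the pSLIK-Fos cultures were tested as an explanation of the fall of Mcpt8. The 6 other leukocyte markers tested, 3 lower and 3 higher, had a median log2 fold change of 0.05 and did not pass as a list (adjusted p = 0.189 from camera). Laptm5, one of them and named after its values were seen, fell from 36.4 to 11.6 CPM and was called lower (log2 fold change -1.65, SE 0.23, adjusted p = 0.00726, edgeR), under the 12 other settings as well, although only 1 of the 6 fits that left out a library called it. Fcer1g, Itgam and Lyz2 were at 0.0532, 0.156 and 0.337 CPM in pSLIK-Gfp cells, too low to show a fall. Cd68 was at 1.96 CPM in both conditions and Cd14 at 3.07 CPM in pSLIK-Gfp and 5.20 CPM in pSLIK-Fos cells. These 5 markers are likewise named after their values were seen. Their low levels beside the 141 CPM of Mcpt8 go against leukocytes as its source, but Laptm5, the only one of the 6 above 10 CPM, fell with Mcpt8, and the list test by itself could hardly show a loss of leukocytes, so the question is left open. An effect of FOS on the 6 genes remains a hypothesis.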

How the results depend on the processing

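The number of changed genes depended on the test, the filter and the threshold. Against 204 genes (85 higher, 119 lower, 204 of them in Table S1), DESeq2 with the mean dispersion called 760 (305 higher, 455 lower, 625 in Table S1 in the same direction) and DESeq2 with default settings called 843 (338 higher, 505 lower, 841 in Table S1). Without a filter on low counts, 408 genes were called (160 higher, 248 lower, 406 in Table S1), and with at least 10 counts in every library, a filter that removes genes that fell to low counts, 400 were called (148 higher, 252 lower, 399 in Table S1). At an adjusted p-value below 0.05 and any fold change, 552 genes passed (219 higher, 333 lower). With trends on GC content and length taken out, an alternative chosen after seeing the data, 378 were called (179 higher, 199 lower, 371 in Table S1). The cause of these shifts was not tested. The remaining settings on all 6 libraries gave between 162 and 241 genes. The 3 other normalizations gave 206, 212 and 231, and none of them moved the median log2 fold change of all genes by over 0.1 or the share of higher genes by over 10 percentage points.

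With the replicate block, 216 genes were called (78 higher, 138 lower, 215 in Table S1), and 162 of the 204 were among them. The share of higher genes was 36.1% with the block and 41.7% without it. Libraries with the same number had a mean correlation of 0.0321 in their deviations from the group means.

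Across the 6 fits that each left out 1 library, from 31 to 165 genes were called, from 17 to 67 higher, from 12 to 98 lower and from 31 to 163 in Table S1, and between 31 and 129 of the 204 genes were among them. These fits have less power than the fit to all 6 libraries, which by itself can lower the number of calls. The share of higher genes was 39.6% and 40.6% without pSLIK-Gfp replicate 2 and pSLIK-Fos replicate 1, and 52.4%, 54.8%, 62.5% and 53.2% without pSLIK-Gfp replicate 1, pSLIK-Gfp replicate 3, pSLIK-Fos replicate 2 and pSLIK-Fos replicate 3, so the excess of lower genes did not hold in 4 of the 6 fits. The cause was not tested. In the other 9 splits of the libraries into groups of 3, 0 genes were called, with up to 903 genes at an unadjusted p-value below 0.05 against 2625 in the real split. Of these 9 splits, 3 part all same-numbered pairs, as the real split does, and 6 part 1 pair.

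Fos was higher under each setting, with a log2 fold change of Fos between 5.21 and 5.30 across the 12 other settings and between 4.83 and 5.79 in the fits that left out 1 library. Without a filter on low counts, Fos did not pass (log2 fold change 5.24, adjusted p = 0.0372 from edgeR, the adjusted p-values of the 12 settings lying between 8.4e-15 and 0.0372). It also did not pass without pSLIK-Gfp replicate 3. The cause was not tested.

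Under the settings chosen before the data were examined, the myogenic, SC marker, Notch, structural, troponin and fusion lists kept their direction and passed throughout. The fibroblast list (median log2 fold change -0.49) did not pass with limma-voom (-0.47) or with at least 10 counts in every library (-0.67). It also did not pass with an inter-gene correlation estimated from the data (-0.49). Its median lay between -0.67 and -0.00059 across the 13 other settings, and between -0.84 and -0.031 in the fits that left out 1 library. Of those fits, 3 did not pass. The median of the AP-1 list lay at percentile 84.6 of random lists of the same size and expression, within the range of chance, although camera called the list higher. The G2/M list passed in 1 of the fits that left out a library, with a median between 0.0096 and 0.11. The cause was not tested for any of these lists.

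Lists without genes of the paper were chosen after seeing the data and were run in a pair of forms. Without the genes that the paper names (for the fibroblast list, without those of Table S1), the medians of the fibroblast list (0.035), the myogenic list (-0.30) and the Notch list (-0.41) did not pass. Without the genes of the text and of Table S1, the fibroblast (0.035), fusion (-0.12), myogenic (-0.30) and Notch (-0.079) lists did not pass, and the SC marker list changed direction (0.048). The latter form removes genes because they changed in these libraries, which favors no change.

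Of the 81 genes followed under each setting, Junb and Tnni3 changed sign in fits that left out 1 library, with a log2 fold change between -0.13 and 0.079 for Junb and between -3.33 and 0.41 for Tnni3. Both were within error of 0 with all libraries. Over the same settings and fits, 1446 comparisons of these genes were made, of which 1186 kept their direction and their side of the threshold, 153 lost the call, 101 gained a call and 6 changed direction. Tnni3 had a mean of 14.5 counts per library. Of 25 further markers, relatives and overlapping genes followed in the same way, 0 were called. Of these, 8 changed sign in a fit that left out 1 library (Atp2a2, Cd68, Fcer1g, Kcnn1, Pax3, Pdgfra, Sgk3 and Ube2c) and 3 under another setting (Cd68, Itgam and Sgk3). Bex1 was called under 7 of the 12 other settings and Gsn under 5, and 0 of the 25 genes were called in a fit that left out 1 library.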

Differences from the paper's values

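The paper reports 336 genes higher in pSLIK-Fos cells, and 85 were called here. The paper reports 506 genes lower, and 119 were called here. Of the alternatives set before the data were examined, DESeq2 with the mean dispersion, the setting that the methods name, gave 305 higher and 455 lower, and DESeq2 with default settings gave 338 higher and 505 lower, both near the paper's values. None of the other alternatives set before the data were examined closed either gap, the nearest being an adjusted p-value below 0.05 and any fold change, with 219 higher and 333 lower. DESeq2 with default settings called 841 of the 842 genes of Table S1 and 2 genes outside it. DESeq2 with the mean dispersion called 625 of the 842 and 135 genes outside the table. Table S1 therefore matches the default settings more closely than the setting that the methods name.

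For the 25 genes that the paper names, the log2 fold changes lay within their standard errors of the paper's values in Table S1, the largest difference being 0.032. Of these genes, 11 that the paper gives as changed were not called here. The adjusted p-values from edgeR were 0.0771 for Pax7, 0.0186 for Myog, 0.0154 for Sdc4, 0.0897 for Jag2, 0.0777 for Notch1, 0.0437 for Notch3, 0.0129 for Hes1, 0.0143 for Acta1, 0.0221 for Myh8, 0.0125 for Myl4 and 0.0177 for Myl9. DESeq2 with default settings called all 11. DESeq2 with the mean dispersion, and the threshold of an adjusted p-value below 0.05 and any fold change, each called 8, all but Pax7, Jag2 and Notch1. With at least 10 counts in every library, Acta1, Hes1, Myh8, Myl4, Myl9 and Sdc4 were called. Without a filter, Acta1, Hes1, Myh8, Myl9 and Sdc4 were called. Limma-voom called Acta1, Hes1, Myl4, Myog and Sdc4, and the replicate block called Acta1, Hes1, Myl4, Myl9 and Myog. The filterByExpr filter of edgeR called Acta1, Hes1 and Myl4. Upper quartile normalization and the fit without pSLIK-Fos replicate 1 each called Hes1 and Myl4. Among settings chosen after seeing the values, taking out trends on GC content and length called Acta1, Hes1, Myl4, Myl9 and Myog, and thinned libraries Hes1 and Myl4.

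Fig. 3C shows MAPK genes as raised, and 17 of the 24 that could be matched were not called here. Of these 17, DESeq2 with default settings called all 17, DESeq2 with the mean dispersion 10, an adjusted p-value below 0.05 with any fold change 9, and no filter and at least 10 counts in every library 5 each. Taking out trends on GC content and length called 5 and thinned libraries 1, both chosen after seeing the values. The paper's Table S2 counts 7 of the 8 troponin complex genes as lowered, and 5 were called here. The count was 7 with both DESeq2 settings, limma-voom, upper quartile normalization, no filter, at least 10 counts in every library, filterByExpr, the replicate block and an adjusted p-value below 0.05 with any fold change, and also with thinned libraries and with trends on GC content and length taken out, both chosen after seeing the values. With library totals in place of TMM it was 6. In the fits that left out 1 library, between 0 and 5 of the 8 troponin genes, between 2 and 10 of the 25 genes that the paper names and between 3 and 6 of the 24 genes of Fig. 3C were called.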

Other observations

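The tests of lists without genes of the paper and of false calls in simulated counts were chosen after the results had been seen.

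The Notch and SC marker lists were tested without the paper's own genes in a pair of forms. The first form left out the genes that the paper names and those of Table S1. Neither list passed (adjusted p = 0.863 for each from camera), with 10 of 17 Notch genes and 3 of 8 SC markers lower. That form removes genes because they changed in these libraries, which favors no change. After its result had been seen it was replaced by a form that leaves out only the genes that the paper names. In this form the Notch list, with 12 of 19 genes lower and a median log2 fold change of -0.41, did not pass (adjusted p = 0.189 from camera). The SC marker list did (adjusted p = 0.00905 from camera), with a median of -0.16, 5 genes lower and 5 higher. Its called members were Cd82 and Cdh15, both in Table S1. Cd82, named after its values were seen, had a log2 fold change of -1.49 (SE 0.11, adjusted p = 0.000397, edgeR), and Cdh15 of -1.19 (SE 0.15, adjusted p = 0.00535, edgeR). The other 8 are the SC markers of the first form, with a median of 0.048, so the fall of SC markers beyond those that the paper names rests on these 2 genes. For the Notch pathway, the median of the 19 genes lay at percentile 1 of random lists of the same size and expression although camera did not pass, so the tests differ on a fall beyond the members that the paper names. Hes6, one of the 19, had a log2 fold change of -1.11 (SE 0.22, adjusted p = 0.0331, edgeR) and was called with the replicate block (adjusted p = 0.00124), where the adjusted p-values of Hes6 over the 12 other settings lay between 8.1e-06 and 0.0353; it was called in 0 of the 6 fits that left out a library (adjusted p-values between 0.0194 and 0.122).

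The paper reports a higher share of EdU+ cells in pSLIK-Fos cultures. Transcripts of S phase and G2/M did not rise as lists, with median log2 fold changes of 0.04 (23 of 34 genes higher) and 0.05 (30 of 49 genes higher) and an adjusted p-value of 0.148 for each (camera). A small shift is not excluded.

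A list of 10 transcripts that respond to the MAPK (ERK) pathway did not rise (median log2 fold change -0.11, 5 higher and 5 lower, adjusted p = 0.359 from camera). Dusp6 and Phlda1, members named after their values were seen, had log2 fold changes of -0.83 (SE 0.14, adjusted p = 0.0149, edgeR) and -0.86 (SE 0.18, adjusted p = 0.0428, edgeR) and were not called. Table S1 lists both as lower. Dusp6 was called under 4 of the 12 other settings and Phlda1 under 3, among them DESeq2 with default settings (adjusted p = 2.5e-06 and 0.000137). Of the 6 fits that left out a library, 0 called Dusp6 and 1 called Phlda1. Dusp4 and Etv5, likewise named after their values were seen, had log2 fold changes of 0.61 (SE 0.16, adjusted p = 0.0885, edgeR) and 0.33 (SE 0.13, adjusted p = 0.269, edgeR) and were not called either. Table S1 lists Dusp4 as higher, and 1 of the 12 other settings called it, DESeq2 with default settings (adjusted p = 0.00704). These transcripts do not measure kinase activity.

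Fewer fibroblast-like cells in the pSLIK-Fos cultures are a candidate explanation of the fall of Cd34. The fibroblast list passed as lower (adjusted p = 0.0275 from camera, 10 of 18 genes lower), but it was drawn up after Table S1 had been read and holds genes of that table. Its 13 members outside Table S1 had a median of 0.035 (adjusted p = 0.989 from camera), and leaving out genes because they changed favors no change, so neither test settles the question. The summed level of the 18 markers was higher in pSLIK-Fos replicates 1, 2 and 3, at 769, 958 and 861 CPM, than in pSLIK-Gfp replicates 1, 2 and 3, at 745, 591 and 651 CPM. Gsn alone rose from 306 to 567 CPM, so the higher sum depends on Gsn. In pSLIK-Gfp cells, Dcn, Col1a1 and Pdgfra were at 0.00760, 0.106 and 0.361 CPM, against 7.14 CPM for Cd34. Other markers fell with Cd34. Loxl1 fell from 40.5 to 12.8 CPM and was called lower (adjusted p = 0.00559, edgeR). Tcf7l2, Thbs2 and Islr fell from 72.1, 3.57 and 2.53 to 39.5, 0.0665 and 0.0308 CPM and were not called. All these markers are named after their values were seen. The low levels of Dcn, Col1a1 and Pdgfra go against a loss of cells that express them as the source of the fall of Cd34. The fall of other markers and the list tests leave other changes in the mix of cells open.

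Among the AP-1 genes beside Fos, Fosl1 rose (log2 fold change 1.23, SE 0.09, adjusted p = 0.000518, edgeR), and it shares 1162 exonic bases with Ccdc85b on the opposite strand. Fosb, Fosl2, Jun, Junb and Jund were not called, with log2 fold changes of 0.15, 0.60, -0.29, -0.04 and -0.36. Jun and Jund share 232 and 543 exonic bases with genes on the opposite strand. The AP-1 list, which includes Fos, had an adjusted p-value of 2.5e-05 (camera), and of 0.000476 with the replicate block. No biological explanation was tested.

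The genes of Table S1 that were not called had a lower median count than those called (1091 against 3577), but in only 7.37% of them did a single library hold at least 50% of the counts, so support from a single library does not account for most of them. The rate of false calls was the other explanation tested. In simulated counts of 17101 genes with 200 changed, DESeq2 with default settings called 138 of the 200 and made 29 false calls, DESeq2 with the mean dispersion called 128 and made 127, and edgeR called 108 and made 1. In these counts, DESeq2 with default settings thus made more false calls than edgeR and also found more of the changed genes. Its 29 false calls were far fewer than the 638 genes of Table S1 that edgeR did not call. With only 200 changed genes simulated, the test cannot divide the 638 genes into false calls and true changes. The simulated counts follow a model, so the rates need not hold for the real libraries.

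In the pSLIK-Fos libraries, Fos rose from replicate 1 to 2 to 3. Of the genes called higher, 36.5% followed that order and 8.24% the opposite one. Of the genes called lower, 5.04% followed it and 37.0% the opposite one. Among other genes with a mean count of at least 50, the shares were 19.3% and 16.7%. Any quantity with this order in the 3 libraries gives the same shares, and no explanation was tested.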
